# RNA Editome in Rhesus Macaque Shaped by Purifying Selection

**DOI:** 10.1371/journal.pgen.1004274

**Published:** 2014-04-10

**Authors:** Jia-Yu Chen, Zhiyu Peng, Rongli Zhang, Xin-Zhuang Yang, Bertrand Chin-Ming Tan, Huaying Fang, Chu-Jun Liu, Mingming Shi, Zhi-Qiang Ye, Yong E. Zhang, Minghua Deng, Xiuqin Zhang, Chuan-Yun Li

## Abstract

Understanding of the RNA editing process has been broadened considerably by the next generation sequencing technology; however, several issues regarding this regulatory step remain unresolved – the strategies to accurately delineate the editome, the mechanism by which its profile is maintained, and its evolutionary and functional relevance. Here we report an accurate and quantitative profile of the RNA editome for rhesus macaque, a close relative of human. By combining genome and transcriptome sequencing of multiple tissues from the same animal, we identified 31,250 editing sites, of which 99.8% are A-to-G transitions. We verified 96.6% of editing sites in coding regions and 97.5% of randomly selected sites in non-coding regions, as well as the corresponding levels of editing by multiple independent means, demonstrating the feasibility of our experimental paradigm. Several lines of evidence supported the notion that the adenosine deamination is associated with the macaque editome – A-to-G editing sites were flanked by sequences with the attributes of *ADAR* substrates, and both the sequence context and the expression profile of *ADARs* are relevant factors in determining the quantitative variance of RNA editing across different sites and tissue types. In support of the functional relevance of some of these editing sites, substitution valley of decreased divergence was detected around the editing site, suggesting the evolutionary constraint in maintaining some of these editing substrates with their double-stranded structure. These findings thus complement the “continuous probing” model that postulates tinkering-based origination of a small proportion of functional editing sites. In conclusion, the macaque editome reported here highlights RNA editing as a widespread functional regulation in primate evolution, and provides an informative framework for further understanding RNA editing in human.

## Author Summary

RNA editing is a co-transcriptional process that introduces differences between RNA and its corresponding DNA sequence. Currently, the next generation sequencing have allowed study of the editome in a comprehensive and efficient manner. However, fundamental issues involving accurate mapping of the editome as well as its regulation and functional outcome remain unresolved. To further unveil the underlying mechanisms from the evolutionary perspective, we report here the editome profile in rhesus macaque, one of our closest evolutionary relatives. We identified a list of 31,250 RNA-editing sites and deciphered an accurate and informative editome across multiple tissues and animals. We found that the adenosine deamination is associated with the macaque editome, in that both the sequence context and the expression profile of *ADARs* are relevant factors in determining the quantitative variance of RNA editing across different sites and tissue types. Importantly, some of these RNA-editing events represent functional regulation, rather than neutral signals, as suggested by substitution valley of decreased divergence detected around the editing sites, an indication of selective constraint in maintaining some of these editing substrates with their double-stranded structure. The macaque editome thus provides an informative evolutionary context for an in-depth understanding of RNA editing regulation.

## Introduction

Since its discovery in 1986 [1], an increasing number of genes have been found to be subject to RNA editing, a co-transcriptional process that alters hereditary information by introducing differences between RNA and its corresponding DNA sequence [2]. The investigation of such regulation accelerated dramatically after the development of next generation sequencing (NGS) technology, which facilitates the genome-wide determination of DNA and RNA sequences at relatively low cost [3]–[5]. Several early NGS-based editome studies in human [4]–[7] have challenged the traditional view of human genetics, since RNA editing might be a source of variations inaccessible to previous genetic studies.

Although the identification of RNA-editing sites by discerning sequence discrepancies between RNA and DNA derived from the same specimen seems to be a straightforward approach, it is error-prone when the RNA/DNA sequences are compiled by short reads generated from NGS technology [5]. As is being extensively discussed [5], [8]–[12], widespread RNA-editing sites detected in a recent study might be largely a result of technical errors. It thus remains technically challenging to accurately identify human editing sites using NGS data [5], [8]–[12]. In addition, given the difficulties of obtaining specimens of different tissues from the same human individual as well as accurately quantifying the levels of editing using merely NGS data, the mechanisms by which the editome is maintained and regulated remain unclear. Recent studies with contrasting findings are thus in line with the notion that RNA editome may be governed by complex regulation, despite the fact that a large proportion of non-canonical editing types were identified due to technical errors [5]. First, large cross-tissue variations of the RNA editome were detected [4], while the tissue-biased RNA editome could not be directly explained by the expression and activity of known enzymes catalyzing adenosine deamination [13], [14]. Second, genome-wide editome analysis in human also suggested large intra-population variations [3], [7], whereas one study on candidate genes demonstrated otherwise [15]. Third, as only sporadic functional RNA-editing sites have been reported, it remains controversial whether the editing events detected by NGS represent functional regulation rather than neutral signals [16]. The “continuous probing” model postulated that most of the editing sites are neutral with low editing levels, acting as a selection pool for a few functional editing sites [17], further challenged the functional significance of those widespread RNA-editing sites detected by NGS.

Overall, NGS technology has helped open the Pandora's box of the editome and so has raised more questions than it answers. Key issues, including experimental and computational strategies to accurately identify the editome, the mechanism by which its profile is maintained, and its functional significance, are presently not well addressed [18]. Cross-species comparisons with our close evolutionary relatives would provide a framework to clarify these issues. Therefore, we set out to study the editome in rhesus macaque, with the aim of complementing several recent reports on human editome [4]–[7]. The macaque editome we report here provides an important evolutionary context to understand RNA-editing regulation in human, emphasizing RNA editing as a form of widespread functional regulation shaped by purifying selection.

## Results

### Genome-wide identification of RNA-editing sites in rhesus macaque

We performed a genome-wide study to identify RNA-editing sites in rhesus macaque (**Figure 1A**). Considering the error-prone gene structures in this species, strand-specific poly(A)-positive RNA-Seq was performed (**Materials and Methods**). 

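The processed files analysed here cover 4 of the 7 tissues (cerebellum, kidney, lung and heart), with 1 strand-specific poly(A)-positive RNA-Seq library per tissue and no replicates. For each of 51763 transcripts of the revised macaque gene models on rheMac2, the authors deposited the number of reads and the RPKM, which scales the reads to the exon length and to the properly mapped reads. The files gave 81517974 properly mapped reads in cerebellum, 48306898 in kidney, 77785104 in lung and 63322572 in heart. The paper's own values in Table 1 are 92.5 M, 60.0 M, 84.1 M and 72.9 M uniquely aligned reads on the genome for the same tissues, and the RPKM values use the totals in the files. Summed over transcripts, 58119629 reads were counted in cerebellum, 38655922 in kidney, 71211881 in lung and 30336361 in heart. Relative to the properly mapped reads, this was 91.5% in lung, 80.0% in kidney, 71.3% in cerebellum and 47.9% in heart. A read shared by several transcripts of a gene was counted on more than 1 of them, so the sums are not numbers of distinct reads. Table 1 gives 42.6 M, 45.1 M, 35.0 M and 72.2 M uniquely aligned reads on the transcriptome for cerebellum, kidney, lung and heart. There heart was highest and lung lowest, whereas in the sums lung was highest and heart lowest. The RPKM recomputed from the read number, the exon length and the read total was the same as the deposited value in every row. For a transcript of 1000 bp, 3 reads correspond to 0.037 RPKM in cerebellum, 0.062 in kidney, 0.039 in lung and 0.047 in heart, which was taken as the smallest expression level the depth can show. The gene annotation consists of 28633 gene identifiers without gene names, and 8057 transcripts have no gene identifier. With 1 sample per tissue, no difference between tissues has a replicate check, and the 95% Wilson intervals given for RPKM values cover the sampling of reads only.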

A total of 824.8 million 90-bp paired-end reads were obtained for seven macaque tissues (prefrontal cortex, cerebellum, muscle, kidney, heart, testis and lung) derived from the same animal, and mapped to the macaque genome with high quality (**Table 1**, **Figure S1**). As a reference, genomic DNA derived from prefrontal cortex of the same animal was sequenced; a total of 1,763.3 million 90-bp paired-end reads were uniquely mapped to the macaque genome, with 92.2% of the genomic regions successfully sequenced and 91.6% covered by at least ten DNA reads (**Table 1**, **Figure S2**). Such deep coverage of the genome and transcriptome in multiple tissues of the same animal provided an ideal dataset to profile the RNA editome in rhesus macaque (**Table 1**, **Figures 1A** **, S1 & S2**).

**Figure 1:**
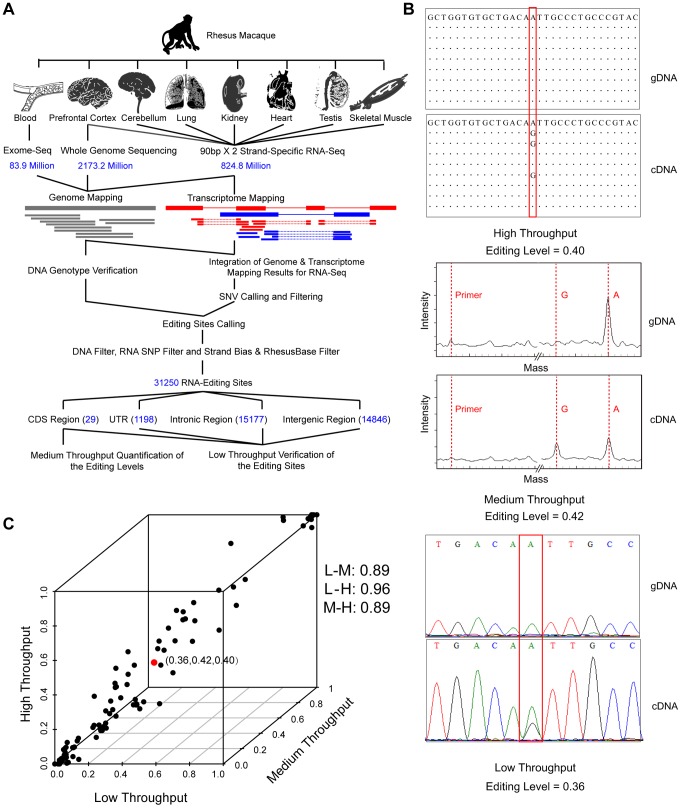
Genome-wide identification and verification of RNA editome in one rhesus macaque. (**A**) Overview of the experimental design – genome-wide identification, and medium- or low-throughput verification of RNA-editing sites. (**B**) An example showing the genotyping results for the genomic DNA (gDNA) and cDNA (cDNA) of one verified RNA-editing site (chr11:5028364, *KCNA1*). The levels of RNA editing were estimated from high-throughput, medium-throughput and low-scale data on the basis of read number, signal intensity contrast and peak height ratio between the edited and wild-type alleles, respectively. The primer peak and the genotype peak on mass spectrum are indicated by dotted lines in red. (**C**) Comparison of the levels of RNA editing estimated by high-throughput (H), medium-throughput (M) and low-scale (L) platforms. The example in (**B**) is highlighted in red. Pearson correlation coefficients between different platforms are shown on the right.

**Table 1:** Statistics of deep sequencing for one rhesus macaque.

Tissue Type	Total Reads	Length	Q20	GC Content	Uniquely-Aligned Reads			
					Genome Mapping		Transcriptome Mapping	
**Strand-specific mRNA-Seq**								
**Testis**	100.7M	90 bp×2	97.1%	48.8%	67.6M	67.1%	38.7M	38.4%
**Frontal Cortex**	142.1M	90 bp×2	97.0%	47.7%	95.2M	67.0%	60.8M	42.8%
**Muscle**	120.0M	90 bp×2	96.9%	49.8%	75.7M	63.1%	53.0M	44.2%
**Cerebellum**	129.0M	90 bp×2	96.4%	47.5%	92.5M	71.7%	42.6M	33.0%
**Lung**	113.6M	90 bp×2	96.8%	48.9%	84.1M	74.0%	35.0M	30.8%
**Heart**	123.7M	90 bp×2	97.1%	46.6%	72.9M	58.9%	72.2M	58.4%
**Kidney**	95.7M	90 bp×2	97.3%	48.0%	60.0M	62.7%	45.1M	47.1%
**Whole Genome Sequencing**								
**Frontal Cortex**	2173.2M	90 bp×2	94.3%	41.7%	1763.3M	81.1%	-	-
**Whole Exome Sequencing**								
**Blood**	83.9M	90 bp×2	95.9%	49.1%	75.2M	89.6%	-	-

Stringent computational pipelines were then developed to place the DNA reads and cDNA reads to the macaque genome, especially for the definition of uniquely-mapped cDNA reads (**Materials and Methods**). Briefly, one cDNA read was considered to be uniquely mapped only if it had no second-best hit or the second-best hit included at least three additional sequence alignment mismatches, when considering both the genome and the transcriptome mapping models. The technical issues raised recently [8]–[10], such as systematic sequencing errors as well as pseudogene- or paralog-related misalignments in short-read processing, were thus adequately addressed. Based on uniquely-mapped reads, candidate RNA-editing sites were identified by distinguishing sequence discrepancies between DNA and cDNA. This initial list was further subjected to stringent inclusion criteria to control for false-positives (**Figure 1A**). Briefly, following previous large-scale studies in human [3], [6], [7], [12], a standard computational pipeline with multiple filters was introduced to eliminate false-positives due to amplification bias, sequencing errors and mapping errors. To account for the error-prone gene structures in rhesus macaque, we introduced one additional filter to remove editing sites located in previously mis-annotated transcripts, on the basis of in-house revised transcript structures [19], [20] (**Figures 1A** **&** **2B** **;** **Materials and Methods**). Particularly, considering the less stringent requirement for accurately calling the widespread editing sites in *Alu* regions compared with those in non-*Alu* regions [21], we introduced more relaxed criteria for identifying editing sites in *Alu* regions (**Materials and Methods**). 

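The 28 verified coding sites of Table 2 lie in 23 host genes, each of which was identified in the files by the transcripts whose rheMac2 coordinates span the site. At 26 of the 28 sites all spanning transcripts belonged to 1 gene. At the ARIH2 and NOL11 sites a transcript without a gene identifier spanned the site as well, and the transcript with the highest summed RPKM over the 4 tissues was used throughout. The files give no exon coordinates, so whether a site is exonic was taken from the paper. All 23 host genes reached 1 RPKM in cerebellum, against 17 in kidney, 16 in lung and 15 in heart, and 15 reached it in all 4 tissues. Cerebellum had the highest RPKM of the 4 tissues for 12 host genes, lung for 9, kidney for 2 and heart for 0. The median RPKM of the host genes was 8.89 in cerebellum, 6.76 in kidney, 10.8 in lung and 2.19 in heart (no replicates). Heart values were low in general. The upper quartile of RPKM over transcripts with reads was 3.99 in heart, 7.04 in cerebellum, 8.08 in kidney and 8.91 in lung. The ranking and the medians use the deposited RPKM without scaling, so the low place of heart cannot be separated from this. At 6 host genes only cerebellum reached 1 RPKM. The highest value among these was that of GRM4 (chromosome 4, 33720832 to 33856330), with 69.1 RPKM in cerebellum and at most 0.23 in the other tissues. GRIA2 (chromosome 5, 149442215 to 149591058), the host of 3 sites, had 17.0 RPKM in cerebellum, 0.058 in heart, 0.0074 in lung and no reads in kidney. FLNA (chromosome X, 152396284 to 152407113) had 115 RPKM in lung, 20.5 in kidney, 12.9 in heart and 6.89 in cerebellum. BLCAP (chromosome 10, 26937140 to 26947642), which also hosts 3 sites, was expressed in every tissue, from 20.5 RPKM in lung to 50.3 in cerebellum.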

Overall, 31,250 macaque editing sites were identified, with 29 in coding regions, 1,198 in untranslated regions, 15,177 in intronic regions and 14,846 in intergenic regions (**Figure 1A** **and Table S1;** **Materials and Methods**). Similar to the reports in human [21], the vast majority (30,699 of 31,250) of these sites are located in *Alu* repeat elements.

**Figure 2:**
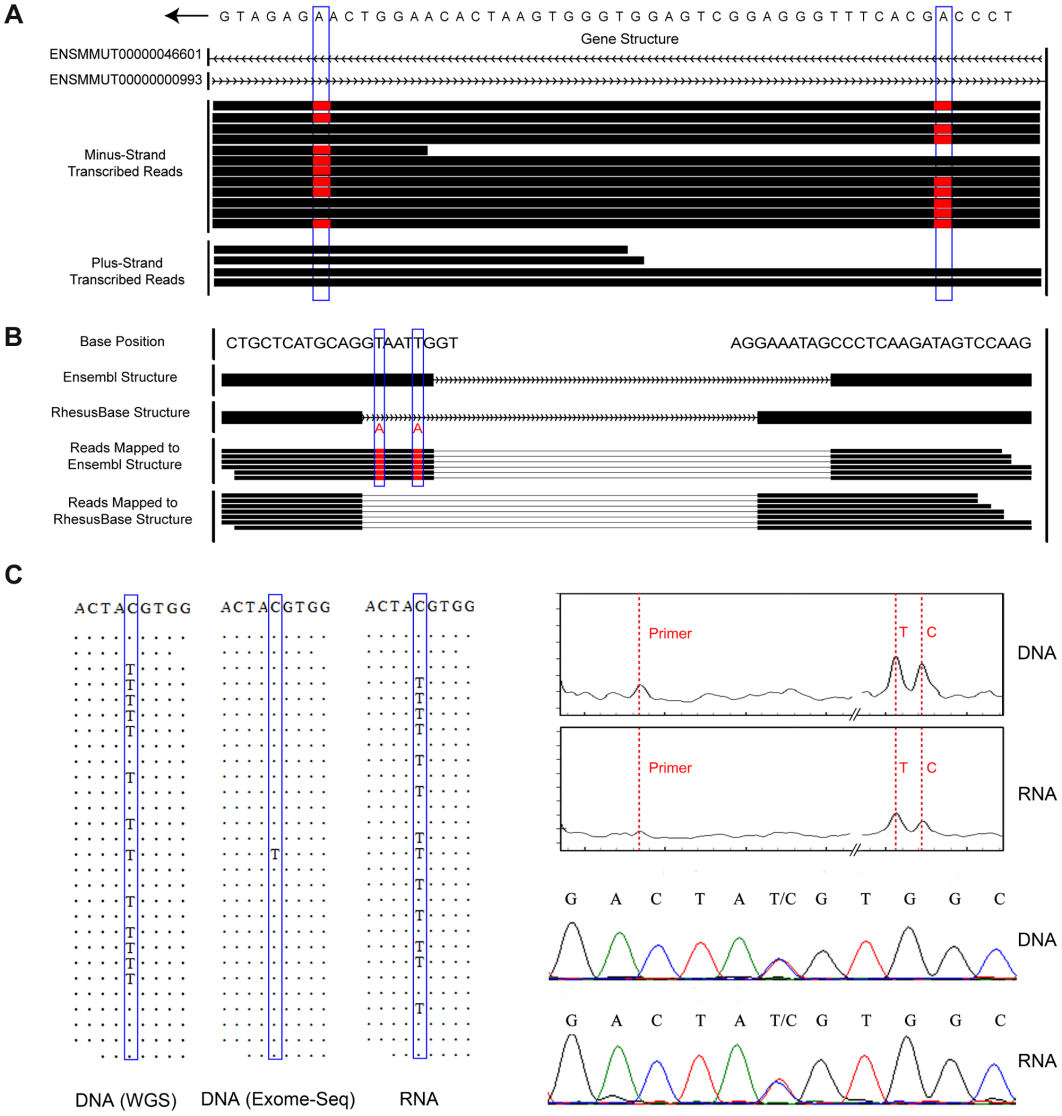
Experimental and computational strategies for accurate editome identification in rhesus macaque. Potential false-positives in the RNA editing calling workflow were minimized by a more thorough design in our pipeline strategy. (**A**) Two discrepancies between RNA and genomic-DNA sequences (highlighted by blue boxes) were located in a *cis*-natural antisense region where both DNA strands could be transcribed. Strand-specific RNA-Seq clearly distinguished the sequence reads transcribed from the two strands and correctly assigned this site as A-to-G editing, as no discrepancy was detected in the plus-strand transcribed gene. (**B**) Based on the macaque gene structures defined in-house (**RhesusBase Structure**), one of the exon-intron boundaries of *ENSMMUT00000021567* was incorrectly defined by a previous annotation (**Ensembl Structure**). Two T-to-A DNA-RNA discrepancies highlighted by blue boxes would be incorrectly identified as T-to-A RNA editing with the RNA-Seq reads being aligned to the mis-annotated transcript structure. (**C**) The genotype of the site highlighted in the blue boxes was incorrectly recognized as homozygous in DNA and heterozygous in RNA, since only 1 out of 28 sequence reads supported the mutant allele T in DNA, leading to incorrect assignment of a C-to-T editing event. Both Sequenom mass array and Sanger sequencing validations excluded such false-positives, which may arise due to low sequencing coverage and biased allele capture efficiency in the exome-Seq assay.

### An accurate, quantitative and representative catalog of RNA-editing sites across rhesus macaque transcriptome

We next set out to confirm that these sites represent *bona fide* RNA-editing events rather than technical artifacts. Twenty-eight of all 29 editing sites (96.6%) in coding regions (**Figure S3,** **Tables 2** **& S2**), as well as 77 of the 79 randomly selected sites (97.5%) in untranslated, intronic and intergenic regions (**Figure S4, Table S2**) were experimentally verified by PCR amplification and Sanger sequencing of both DNA (median length of the PCR products, 449 bp) and the corresponding cDNA (median, 449 bp). The validation rates for both coding and non-coding regions suggested that most of the sites identified in this genome-wide study should be verifiable.

**Table 2:** 28 verified editing sites in the macaque coding regions.

Position	Form	Host Gene	Recoding Type	Function of the Host Gene
**1:138950859**	A→G	COPA	I→V non-synonymous change	nucleoside-triphosphatase regulator, ion binding, protein binding
**6:129544096**	A→G	ARIH2	K→K synonymous change	ion binding, nucleic acid binding, protein binding
**6:38781096**	A→G	RICTOR	R→G non-synonymous change	protein binding
**7:89331048**	A→G	NOVA1	S→G non-synonymous change, protein stability [51]	nucleic acid binding, protein binding
**X:150275345**	A→G	GABRA3	I→M non-synonymous change, trafficking [52]	ion binding, protein binding, substrate-specific & transmembrane transporter, neurotransmitter binding, signal transducer
**10:26945910**	A→G	BLCAP	Y→C non-synonymous change, cancer biomarker [53]	-
**10:26945919**	A→G	BLCAP	Q→R non-synonymous change, cancer biomarker [53]	-
**10:26945949**	A→G	BLCAP	K→R non-synonymous change, cancer biomarker [53]	-
**11:5028364**	A→G	KCNA1	affinity for blocking particle, kinetics of channel inactivation [34]	ion binding, protein binding, substrate-specific & transmembrane transporter
**12:73754116**	A→G	UNC80	S→G non-synonymous change	-
**17:24407704**	A→G	COG3	I→V non-synonymous change	protein binding, substrate-specific transporter
**5:72269698**	A→G	IGFBP7	K→R non-synonymous change, proteolytic cleavage [54], physiological properties [23]	protein binding
**6:153684514**	A→G	CYFIP2	K→E non-synonymous change, biomarker for ALS [55]	protein binding
**X:152404069**	A→G	FLNA	Q→R non-synonymous change, physiological properties [23]	protein binding, signal transducer
**11:47207718**	A→G	ASIC1	T→A non-synonymous change	-
**7:54257914**	A→G	NEIL1	K→R non-synonymous change, nucleotide removal efficiency [36]	ion binding, nucleic acid binding, protein binding, hydrolase
**7:54257915**	A→G	NEIL1	K→K synonymous change, nucleotide removal efficiency [36]	ion binding, nucleic acid binding, protein binding, hydrolase
**5:149561914**	A→G	GRIA2	Q→R non-synonymous change, Ca-permeability [56], channel trafficking [57], receptor assembly [58]	protein binding, substrate-specific & transmembrane transporter, signal transducer
**5:149561918**	A→G	GRIA2	Q→Q synonymous change	protein binding, substrate-specific & transmembrane transporter, signal transducer
**1:134852231**	A→G	SMG5	R→G non-synonymous change	protein binding
**3:13010093**	A→G	SON	L→L synonymous change	nucleic acid binding, protein binding
**7:43601461**	A→G	PDCD7	Q→R non-synonymous change	-
**2:78236903**	A→G	FLNB	M→V non-synonymous change	protein binding
**4:33833717**	A→G	GRM4	Q→R non-synonymous change	metabotropic glutamate, GABA-B-like receptor, signal transducer
**4: 44072645**	A→G	TMEM63B	Q→R non-synonymous change	-
**8:9841193**	A→G	XKR6	R→G non-synonymous change	-
**5:149585132**	A→G	GRIA2	R→G non-synonymous change	protein binding, substrate-specific & transmembrane transporter, signal transducer
**X:148223918**	C→T	NOL11	T→I non-synonymous change	-

In addition to the traditional approach of PCR amplification and Sanger sequencing, we also performed a medium-throughput study to quantify the levels of coding region-associated RNA editing in the seven tissues using a mass array-based genotyping platform (**Materials and Methods**). The levels of RNA editing were then estimated and compared between the high-throughput, medium-throughput and low-scale assays (**Figure 1B**). Strikingly, the levels of RNA editing estimated by high-throughput technology were in close agreement with those by the other two independent platforms, particularly for sites with ≥10 supporting reads (the Pearson correlation coefficients were 0.89, 0.96 and 0.89; **Figure 1C**). This adequacy of the NGS data in estimation of RNA-editing levels thus indicated that quantitative characterization of the RNA editomes, particularly among tissues, individuals, and species, may be based on integrating in-house RNA-Seq data with public transcriptome data (**Figure S5**).

As stringent cutoffs for the sequencing depth of genome were instituted to distinguish RNA editing from systematic sequencing errors, allele-specific expression and duplication-related polymorphisms, we evaluated whether such a rigorous approach may have hampered the site-calling sensitivity in this study. Focusing on coding regions, we increased the coverage of genomic DNA sequences to 115-fold through an established whole-exome capturing and sequencing strategy [3] (**Table 1**). A total of 83.9 million DNA reads were then obtained and mapped to the macaque genome, with 96.9% of the coding regions being sequenced with high coverage (**Figure S2**). However, only six additional RNA-editing sites were identified using this targeted genomic reference, but were subsequently discarded by Sanger validation. These false-positives might have arisen largely due to biased capture efficiency in the exome sequencing assay favoring the wild-type allele (**Figure 2C**). 

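The 14 known recoding sites of Table S3 lie in 10 genes, and the expression of each host gene was set beside the number of RNA-Seq reads that the paper lists at the site. In cerebellum the host transcripts of all 14 sites reached 1 RPKM, and the paper lists reads at all 14 sites, with at least 10 reads at 13 of them. In kidney and heart the host transcripts of 7 sites reached 1 RPKM, and the same number of sites had reads. In lung the host transcripts of 7 sites reached 1 RPKM and 9 sites had reads, of which 7 had at least 10. The lowest host expression at a site with reads was 1.33 RPKM in cerebellum, 20.5 in kidney, 0.0074 in lung and 1.13 in heart. The highest at a site without reads was 0 in kidney, 0.014 in lung and 0.13 in heart, so in lung the host expression of sites with and without reads overlapped. Across the 14 sites, Spearman's rho between host gene RPKM and read number was 0.79 in cerebellum (adjusted p = 0.0013), 0.95 in kidney (adjusted p = 4.0e-05), 0.88 in lung (adjusted p = 1.9e-04) and 0.93 in heart (adjusted p = 4.0e-05; permutation tests with 100000 resamples, Benjamini-Hochberg adjustment over the 4 tissues). The reads at a site and the RPKM of its host come from the same library, so a positive coefficient was largely built in. The correlation is across sites within 1 sample, and sites of the same gene are not independent. Without the sites that have no reads, rho was 0.62 in kidney (adjusted p = 0.16), 0.76 in lung (adjusted p = 0.028) and 0.95 in heart (adjusted p = 0.010, permutation tests). With 1 site per gene, rho in cerebellum decreased to 0.55 (adjusted p = 0.10, permutation test). From the presence of most of these sites in the initial list, the paper proposes that the calling sensitivity in coding regions is high.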

Actually, even considering cross-species differences, the majority (13 out of 14) of those well-characterized human RNA editing sites as summarized by *Li et al* [4] were included in the initial list (**Table S3**), suggesting the high calling sensitivity of editing sites in coding region.

However, considering the coding regions are less repetitive and well-annotated than other genomic regions, it is not straightforward to generalize the high calling sensitivity in coding region to other genomic regions. Notably, the overall number of macaque editing sites we identified is lower than that in human, in which 84,750 editing sites were identified from poly(A)-positive RNA-Seq data (**Supplementary Table 1** in Reference [7], [21]). Although multiple factors, such as the differences in experimental design and the inherent difference in genetic makeup, may contribute to the human-macaque difference [7], [21] (**Discussion**), it is likely that false-negatives in RNA-editing detection could still result from our stringent criteria (**Materials and Methods** **,** **Discussion**). Nonetheless, such rigorous approach is necessary for controlling false-positives, especially considering the poor genome annotations and error-prone gene structures in rhesus macaque [19], [20], [22]. Importantly, despite the notion that certain degrees of false-negatives exist, this dataset may still represent a representative list of macaque editing sites for further interrogation of some global attributes of the RNA editome.

### Association of *ADARs*-mediated reactions with the macaque editome

Having established the feasibility of our experimental design and the authenticity of the macaque editing dataset, we next aimed to characterize the relevant molecular factors underlying the macaque RNA editome. To this end, several global attributes of the editome were first identified as follows.

First, contrary to the previous study reporting all twelve possible forms for RNA-editing sites in human with a large proportion of transversions (43%) [5], we found that nucleotide transitions accounted for 99.9% of the editing sites in the macaque editome. Furthermore, 99.8% of the identified changes converted A to G, which is presumably a consequence of *ADAR*-mediated enzymatic reactions (**Figure S6**). We noted that the fraction of A-to-G transitions increased when more stringent filters were incorporated, from 65.6% in the initial list to 99.8% in the final list (**Figure S6**), suggesting that most of the nucleotide changes of the transversion type may have been due to technical artifacts [5], [8]–[10], rather than unknown mechanisms as proposed previously [5]. Second, the identified sites exhibited considerable variance in editing levels, with the median level ranging from 2.9% in muscle to 30.4% in cerebellum (**Figure 3A**), indicating a differential regulation profile similar to that reported in human [4]. Third, tissue profiling also revealed higher levels of RNA editing in the brain than in other tissues (**Figure 3A**), affirming a layer of regulation underlying the complex brain development in primates [23]–[25].

**Figure 3:**
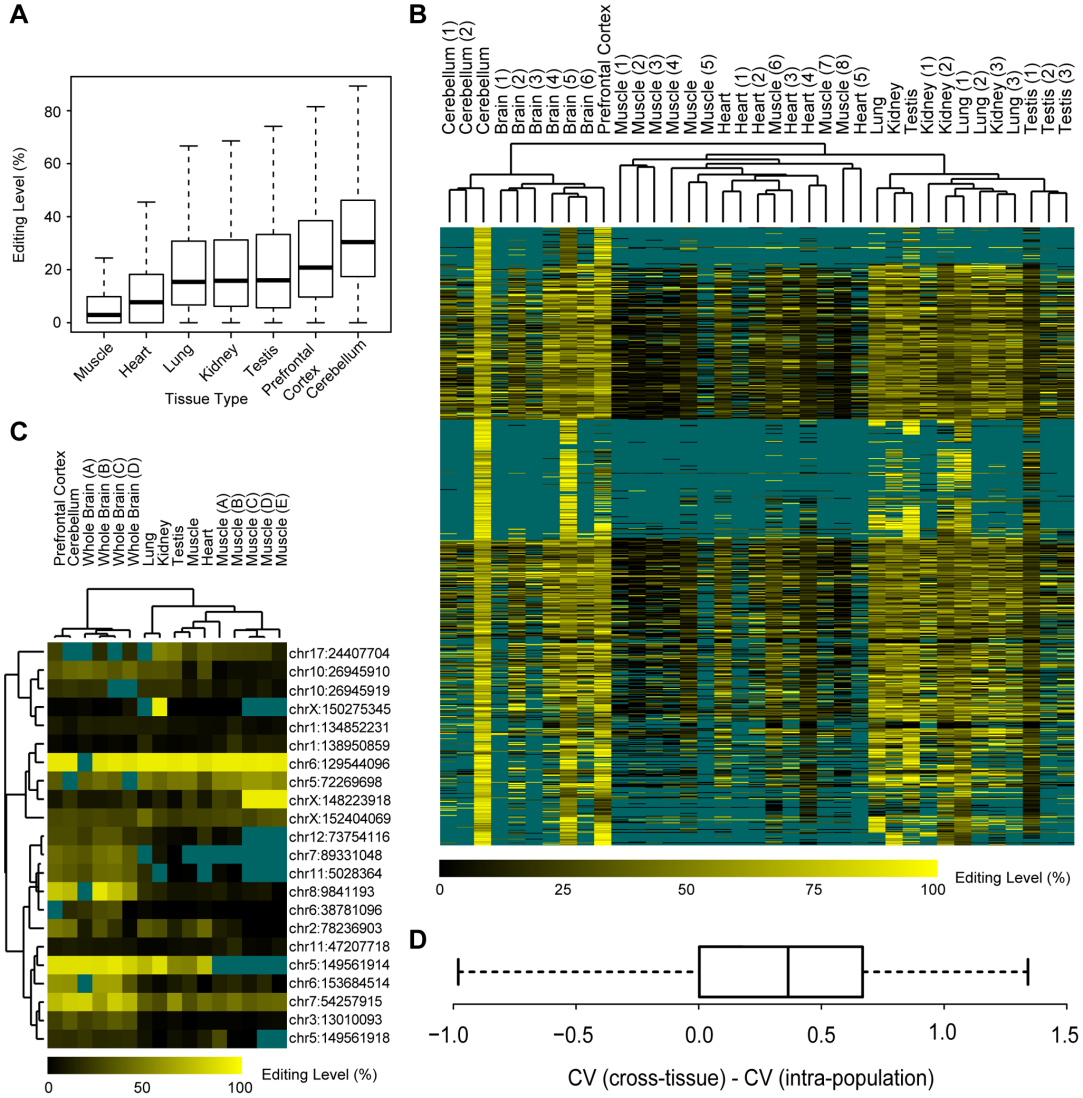
Characteristics of the rhesus macaque editome. (**A**) For editing sites in each type of tissue, the distribution of the levels of RNA editing was shown in boxplot. (**B**) Hierarchical clustering of editing levels of all editing sites across multiple macaque tissues and animals. Editing levels were estimated on the basis of RNA-Seq data in this study (Testis, Lung, Kidney, Heart, Muscle, Prefrontal cortex) and other public RNA-Seq data [Brain (1–6), Cerebellum (1–2), Muscle (1–8), Heart (1–5), Kidney (1–3), Lung (1–3), Testis (1–3)], with missing data shown in dark cyan. (**C**) Hierarchical clustering of editing levels is shown for selected RNA editing sites located in coding regions. Editing levels were estimated on the basis of mass array-based genotyping in seven macaque tissues derived from the same macaque (Testis, Lung, Kidney, Heart, Muscle, Cerebellum, Prefrontal Cortex), as well as five muscle and four brain samples obtained from different macaque animals [Muscles (A–E), Whole Brains (A–D)], with missing data shown in dark cyan. (**D**) The distribution of pair-wise comparison of intra-population and cross-tissue coefficient of variance (CV) values is shown in boxplot.

In addition, when comparing editing levels across tissues and individuals by integrating the in-house RNA-Seq data with public macaque transcriptome data, we further found smaller intra-population variations of the editing levels in comparison with cross-tissue variations as revealed by hierarchical clustering analyses (**Materials and Methods** **;** **Figure 3B** **, Table S4**). As the editing levels were estimated according to RNA-Seq data where the estimation might be less accurate for sites with lower sequencing coverage, we further used a mass array-based genotyping platform to quantify the levels of editing in coding regions of RNA from the seven original macaque tissues and nine additional samples (**Materials and Methods**). The mass array data further verified the intra-population conservation of the macaque editome (**Figure 3C**). Besides these qualitative clustering analyses, we further measured the coefficients of variation (CV) of editing levels across different animals, as well as across different tissues from the same animal (**Materials and Methods**). As expected, for most editing sites (93.4%), the intra-population standard deviation of editing levels was smaller compared to the average editing level (**Figure S7A**). In addition, the variability across macaque animals is significantly lower than that across tissues, as indicated by the pair-wise CV comparisons (*Wilcoxon one-tail test*, *p-value* = 4.2e-6; **Figure 3D**). Our findings therefore demonstrated that, similar to other fundamental gene regulation mechanisms [26], [27], there may be a regulatory commonality of RNA editing within populations, in accordance with a previous study on candidate genes [15].

We next investigated the relevant molecular factors underlying the macaque editome, and subsequently made the following observations. First, the sequence context of the overwhelmingly-represented A-to-G editing sites verified the known attributes of *ADAR* substrates, in that the nucleotide 5′ to the editing site significantly disfavored G, while the 3′ nucleotide favored G [28] (**Figure 4A**). In any given tissue, it seems that the local sequence context flanking the editing sites is a relevant factor for the global editing levels – sites with a matched *ADAR* recognition motif usually showed significantly higher editing levels than those with a partially-matched or non-matched recognition motif (*Wilcoxon rank test*, *p-values* shown in **Table S5**, **Figure 4B**). Particularly, 5′ nucleotide seemed to be more determinative as sites with 5′ matched motif usually showed significantly higher editing levels than those with 3′ matched motif only, a finding consistent with previous reports [29], [30] (**Figure 4B** **, Table S5**). However, quantitative analyses with a Triplet model as previously described [29] revealed that only a small proportion of the site-to-site variance could be explained by the nearby sequence motif (**Materials and Methods**). We suspect that some confounding factors, such as substrate-specific variations and quantitative accuracy of editing level by RNA-Seq, might partially contribute to the low prediction power: when investigating one RNA substrate harboring 15 editing sites with the editing levels estimated according to the Sanger sequencing data, where these confounding issues were controlled, 52.4% site-to-site variances could be explained by sequence motif (**Figure S4**), a proportion comparable to a previous study using fixed RNA substrate and peak-based editing level estimation [29].

**Figure 4:**
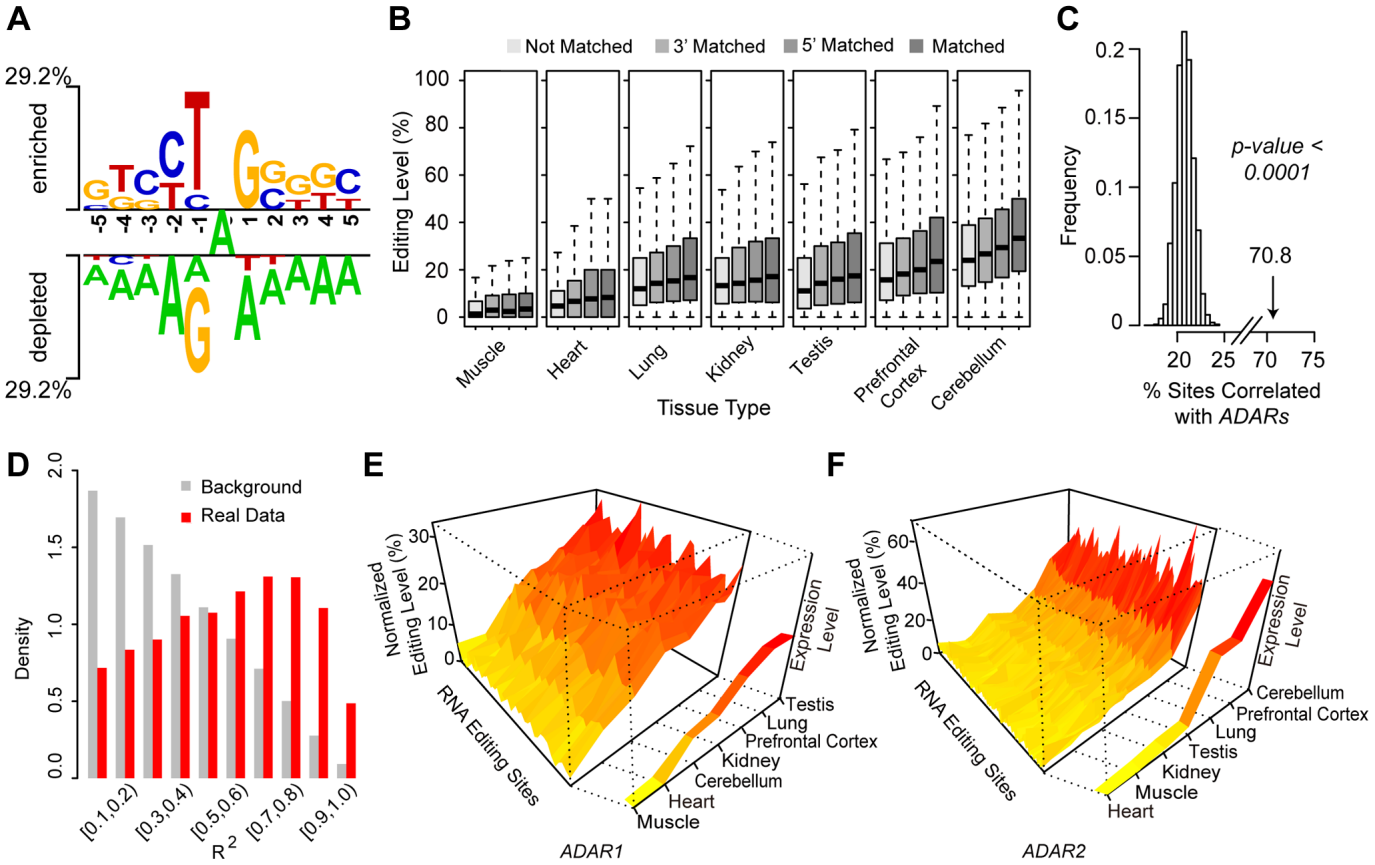
*ADARs*-mediated enzymatic reactions is associated with the macaque editome. (**A**) The enriched (above the top line) and depleted (below the bottom line) nucleotides nearby the focal editing sites are displayed in Two-Sample Logo, with the level of preference/depletion shown in height proportional to the scale. (**B**) The editing sites were divided into four categories on the basis of the local sequence context nearby the editing site, as described in **Materials and Methods**. For each category, levels of RNA editing are shown in boxplots according to the tissue types. (**C**) Distribution of the percentages of editing sites showing tissue distribution of editing levels positively correlated with the expression of *ADARs* (Spearman's rank correlation coefficient at ≥0.5), for 10,000 permutation datasets neglecting tissue relationships for the tissue expression profile. The percentage for the real data was indicated by the arrow with *Monte Carlo p-value*. (**D**) Distributions of *R^2^* values in models assuming association of editing level with *ADARs* expression are shown as the **Real Data**, as well as the **Background**, which correspond to randomly shuffled profiles. (**E, F**) The tissue expression profiles of *ADAR1* or *ADAR2* were ordered based on RNA expression levels, and normalized editing levels of A-to-G sites were aligned accordingly. These A-to-G editing sites showed similar trends in the distribution of editing levels along the ordered tissue expression profile of *ADAR1* (**E**) or *ADAR2* (**F**).

Especially, we noted a quantitative correspondence of the tissue-biased profile of the RNA editome to the tissue expression profile of *ADARs*, although previous studies in rodents did not detect a significant correlation [13], [14]. 

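The files list transcripts by identifier only, so the transcripts behind the ADAR profiles were found through Table S6. Each regression coefficient in that table is a linear function of the editing levels of its site in the 7 tissues, and the ADAR1 and ADAR2 profiles were recovered from the 1954 sites up to a constant. The largest residual was 5.7e-05, and the bootstrap SD of a recovered value was at most 0.0085 RPKM over 200 resamples of the sites. Over cerebellum, kidney and lung, 1 of the 51763 transcripts was within 0.03 RPKM of the centred ADAR1 profile and 1 was within 0.03 RPKM of the ADAR2 profile. The ADAR1 match, at 0.0088 RPKM, was transcript IMMRT10000002894 of gene ENSMMUG00000016093 (chromosome 1, 133130065 to 133151471, exon length 6400 bp), and the closest transcript of another gene was at 0.067 RPKM. The ADAR2 match, at 0.0040 RPKM, was transcript IMMRT11001007049 of gene ENSMMUG00000010695 (chromosome 3, 1487785 to 1572495, exon length 4979 bp), and the closest transcript of another gene was at 0.49 RPKM. Heart was left out of the match after the values had been seen, because over all 4 tissues other genes were closer to the ADAR1 profile. There the matched ADAR1 gene ranked 9, at 1.35 RPKM, whereas the closest transcript was at 0.56 RPKM. The genes are called ADAR1 and ADAR2 on the basis of the match without heart, and no annotation in the files names them. Because the same 3 tissues chose the transcripts, their closeness to the profile is not an independent check of it.

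For each gene, the transcript with the highest sum over the 4 tissues was reported. ADAR1 had 31.8 RPKM in lung (95% interval 31.3 to 32.3, 15808 reads), 19.8 in kidney (19.3 to 20.3, 6118 reads), 16.9 in cerebellum (16.6 to 17.3, 8838 reads) and 5.69 in heart (5.46 to 5.93, 2307 reads). ADAR2, as transcript IMMRT11001007051, had 21.4 RPKM in cerebellum (20.9 to 21.9, 8477 reads), 13.2 in lung (12.8 to 13.5, 4978 reads), 1.71 in kidney (1.55 to 1.89, 402 reads) and 0.61 in heart (0.53 to 0.70, 187 reads). The intervals of the 4 tissues did not overlap for either gene on the deposited scale. After scaling by the upper quartile of each tissue, ADAR1 was close in kidney and cerebellum, at 17.2 and 16.9 RPKM. Summing the transcripts of each gene, which counts shared reads more than once, raised ADAR2 in cerebellum to 63.7 RPKM and left the order of the tissues unchanged. The editing level was higher in cerebellum than in heart at 80.3% of the 1905 Table S6 sites where the 2 tissues differ, higher in kidney than in heart at 72.4% and higher in lung than in heart at 71.2%. Cerebellum exceeded kidney at 63.4% of sites and lung at 66.4%, whereas kidney exceeded lung at 49.3%. The paper describes the relation between the tissue profiles of editing and ADAR expression as a quantitative correspondence, and contrasts it with studies in rodents.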

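Spearman's coefficient of the editing level with ADAR1 and with ADAR2 expression was computed at the 1954 A-to-G sites of Table S6, and the higher of the 2 was kept. With the 7-tissue profile recovered from Table S6, the coefficient was at least 0.5 at 70.7% of sites. The profile comes from the regression columns of the paper's own table, so this share is not independent of the paper. It was then assigned to the 7 tissues in every possible way, with ADAR1 and ADAR2 moved together and the same assignment for every site. The median share over the assignments was 16.9%, and 37 assignments gave a share as large as the real one (exact permutation test, p = 0.0073). Over the 4 tissues with files, using the RPKM of the matched transcripts, 65.3% of sites reached 0.5. Of the 24 assignments, 2 gave a share as large (exact permutation test, p = 0.083, where the smallest possible p is 0.042). The share over 7 tissues was 55.3% with ADAR2 alone (exact p = 0.0056) and 31.2% with ADAR1 alone (exact p = 0.11). Leaving out each tissue in turn gave shares from 58.4% without muscle to 75.7% without kidney. From the comparison with its permutation datasets, the paper reasons that positively correlated sites are in statistically significant excess.

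**Figure D1:**
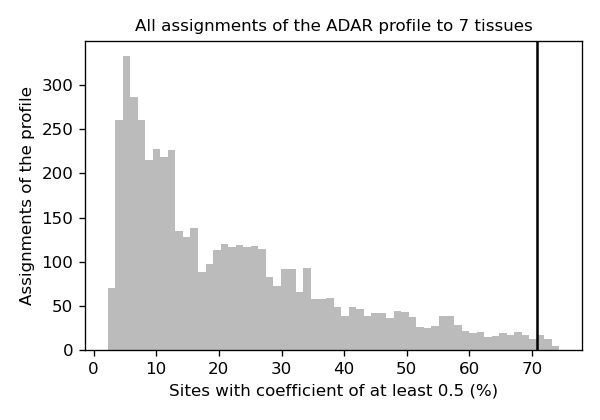
The share of Table S6 sites with a Spearman coefficient of at least 0.5 (x axis, %) over all assignments of the ADAR profile to the 7 tissues (y axis, number of assignments). The vertical line marks the share for the real assignment, 70.7%, which 37 assignments reach or exceed.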

First, on the basis of a test for Spearman's rank correlation, 70.8% of the A-to-G macaque editing sites showed a tissue distribution of editing levels positively correlated with the expression of *ADARs* (Spearman's rank correlation coefficient ≥0.5), such an observation represents a statistically significant excess of editing sites with positive correlations (*Monte Carlo p-value*<0.0001; **Figure 4C**; **Materials and Methods**). Second, to further provide a quantitative estimate, we performed linear regression analysis to illustrate the association of *ADAR* expression profiles with the editing levels (**Table S6**; **Materials and Methods**). To this end, the *R^2^* was used as a quantitative indicator for the proportion of the variance of editing level that may be explained by *ADAR* expression profile (**Materials and Methods**). Compared with the distribution of *R^2^* values on randomly shuffled profiles neglecting tissue relationships for the tissue expression profile, the detected distribution of the correlations between the cross-tissue variance of editing levels and *ADARs* expression could hardly be explained by random permutations (*Monte Carlo p-value*<0.0001; **Figure 4D**), indicating that *ADAR* expression levels are indeed a relevant factor in determining global editing levels (**Figure 4D**). 

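With the profile recovered from Table S6, the linear regression of the editing level on ADAR1 and ADAR2 was refitted at each of the 1954 sites. The refitted R2 differed from the published R2 by at most 6.3e-04, and since the profile was recovered from the same table the refit is not an independent measurement. The median R2 over sites was 0.539, and 54.2% of sites had an R2 of at least 0.5. Over all assignments of the profile to the 7 tissues, with 1 assignment for all sites, the median of this statistic was 0.293, and 14 assignments gave a median R2 as large as the real one (exact permutation test, p = 0.0028). In the files, the expression of the 4 tissues ranged from 5.69 RPKM in heart to 31.8 in lung for ADAR1 and from 0.61 in heart to 21.4 in cerebellum for ADAR2. With 4 tissues, 3 parameters and no replicates, the regression was not fitted to these tissues alone. Taking 1 site per cluster of sites within 1000 bp left 428 sites with a median R2 of 0.537 (exact permutation test, p = 0.0024). The setting that moved the exact p most was the omission of cerebellum, with a median R2 of 0.504 over 6 tissues (exact permutation test, p = 0.11). At the 745 sites with editing above 0 in every tissue, the median R2 over 7 tissues was lower, 0.489 (exact permutation test, p = 0.029). The paper takes the difference between the real and the shuffled R2 distributions as evidence that ADAR expression is relevant to global editing levels.

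**Figure D2:**
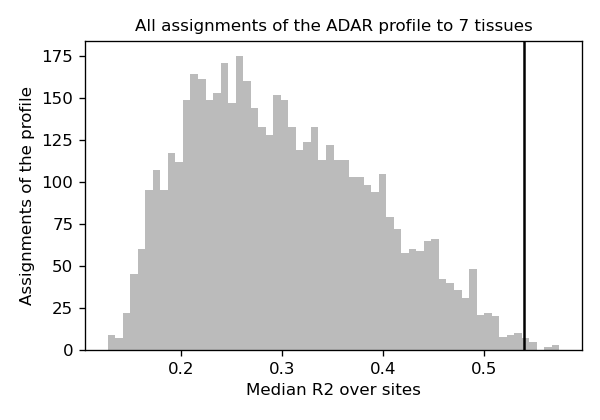
The median R2 over the Table S6 sites (x axis) for all assignments of the ADAR profile to the 7 tissues (y axis, number of assignments). The vertical line marks the real assignment, 0.539, which 14 assignments reach or exceed.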

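The refit gave a coefficient above 0 for ADAR1 at 66.2% and for ADAR2 at 75.9% of the 1954 sites. With a one-tailed p-value of at most 0.05 and a coefficient above 0, 209 sites (10.7%) were assigned to ADAR1 only, 567 (29.0%) to ADAR2 only and 31 (1.6%) to both. The profile was recovered from the coefficients of the same table, so these counts are a refit of that table and not an independent result. The regressions have 4 residual degrees of freedom and 1 animal per tissue. Over the 4 tissues with files, the predictor with the wider range was ADAR1 in absolute terms, from 5.69 to 31.8 RPKM, whereas ADAR2 ranged from 0.61 to 21.4 RPKM. On the log2(RPKM + 1) scale, with the constant of the recovered profile taken from the matched transcripts in the files, the numbers were 240 for ADAR1 only, 466 for ADAR2 only and 10 for both.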

In addition, according to the regression analyses, we further found that 209 of these sites (10.7%) were significantly correlated with *ADAR1* only, 567 sites (29.0%) with *ADAR2*, and 31 sites (1.6%) with both *ADARs* (**Table S6**; **Materials and Methods**). 

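The absolute level of the recovered profile was set by the matched transcripts in cerebellum, kidney and lung. From the lowest to the highest tissue, ADAR1 was then 5.50 RPKM in muscle, 7.75 in heart, 16.9 in cerebellum, 19.8 in kidney, 27.0 in prefrontal cortex, 31.8 in lung and 33.3 in testis. The order for ADAR2 was 0.81 RPKM in heart, 1.08 in muscle, 1.67 in kidney, 2.84 in testis, 12.9 in lung, 13.4 in prefrontal cortex and 20.9 in cerebellum. Muscle, testis and prefrontal cortex are not in the files analysed here, and their values come from Table S6 alone. In heart the files gave 5.69 RPKM for ADAR1 and 0.59 for the ADAR2 match, so the recovered values were 1.361 and 1.363 times those in the files. In the other 3 tissues, which were used to choose the transcripts and to set the level, this multiple lay between 0.998 and 1.000. At the 209 sites assigned to ADAR1 only, the median editing level was 2.7% in muscle, 5.3% in heart, 9.1% in cerebellum, 16.1% in kidney, 14.8% in prefrontal cortex, 17.5% in lung and 20.8% in testis. At the 567 sites assigned to ADAR2 only, it was 0% in heart and muscle, 4.1% in kidney, 3.1% in testis, 8.3% in lung, 12.3% in prefrontal cortex and 22.0% in cerebellum. These sites were selected by their relation to the profile. Scaling the values of the files by the upper quartile of each tissue moved lung most in RPKM, from 31.8 to 25.0 for ADAR1 and from 13.2 to 10.4 for the reported ADAR2 transcript, and heart most as a ratio, from 5.69 to 9.98 and from 0.61 to 1.07. The paper describes the editing levels at these sites as commensurate with the tissue expression profiles of the ADARs.

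**Figure D3:**
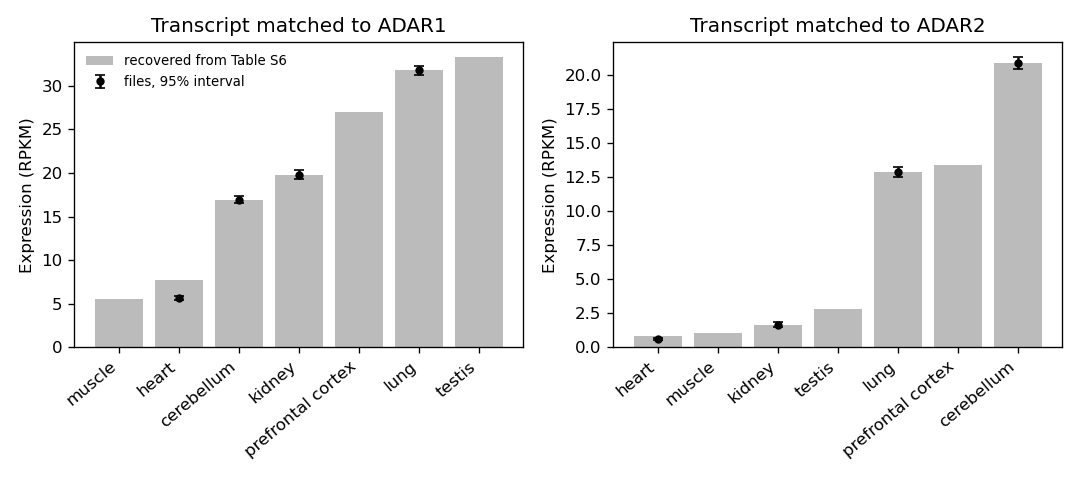
Expression of the transcripts matched to ADAR1 and ADAR2 (y axis, RPKM) in 7 tissues ordered by level (x axis). Grey bars are the profile recovered from Table S6, and points are the values in the files for 4 tissues with their 95% Wilson intervals (1 sample per tissue), which lie on the bars in cerebellum, kidney and lung and below them in heart (5.69 against 7.75 RPKM for ADAR1).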

For these sites, the distributions of editing levels across seven tissues were shown, which were closely commensurate with the tissue expression profiles of *ADARs* (**Figure 4E & F**). 

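Benjamini-Hochberg adjustment was applied to the one-tailed p-values of the refit over the 1954 sites, within each ADAR. In total 369 sites (18.9%) had an FDR under 0.1 and a coefficient above 0. All 369 were significant for ADAR2 and 0 for ADAR1, for which the smallest FDR was 0.37. In the files, ADAR2 was 21.4 RPKM in cerebellum and 13.2 in lung but 1.71 in kidney and 0.61 in heart. On the log2(RPKM + 1) scale, with the constant of the profile taken from the matched transcripts in the files, 0 sites had an FDR under 0.1, and adjustment over both ADARs together left 23 sites.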

After multiple testing corrections, 381 sites (19.5%) still showed significant positive correlation in tissue distribution between RNA editing level and the expression of *ADARs* (**Table S6;** **Materials and Methods**).

Overall, our qualitative and quantitative data demonstrated that the intra-population variability of editing levels is significantly lower than that across tissues, and that both the *ADAR* expression profile and the local sequence context are relevant factors in determining global editing levels. Furthermore, these findings are consistent for sites located in different genomic regions, such as *Alu vs* non-*Alu* regions (**Figures S8 & S9**).

### Evidence of purifying selection on the editome landscape

With the spectrum of macaque editing sites, we next performed a comparative analysis to examine whether the editing sites we identified in rhesus macaque could also be detected in human and chimpanzee orthologous regions. To this end, we integrated public available RNA-Seq data in human or chimpanzee to trace the orthologous regions of macaque editing sites (**Table S4**). For the 1,111 macaque editing sites with homology in both of these transcriptomes with adequate cDNA coverage (**Materials and Methods**), 599 (or 53.9%) and 590 sites (or 53.1%) could also be detected in human or chimpanzee, respectively, with 476 sites (or 42.8%) detectable in all three species (**Figure 5A**). Such extent of overlap was significantly higher than the background, which was calculated using the adjacent non-edited sites to indicate the degree of RNA-Seq sequencing errors (*Chi-square test*, *p-value*<2.2e-16, **Figures 5A** **& S9**). Some macaque editing sites (138 sites, 12.4%) were found with the edited forms encoded in human or chimpanzee genome (**Figure 5A**), an observation in line with previous studies on several human candidate genes [31], [32]. Compared with other genomic regions, RNA-editing events in coding regions showed a particularly higher degree of parallels across the three species, in that, all of these macaque editing sites could also be detected in human and chimpanzee homologous regions (**Figure 5A**).

**Figure 5:**
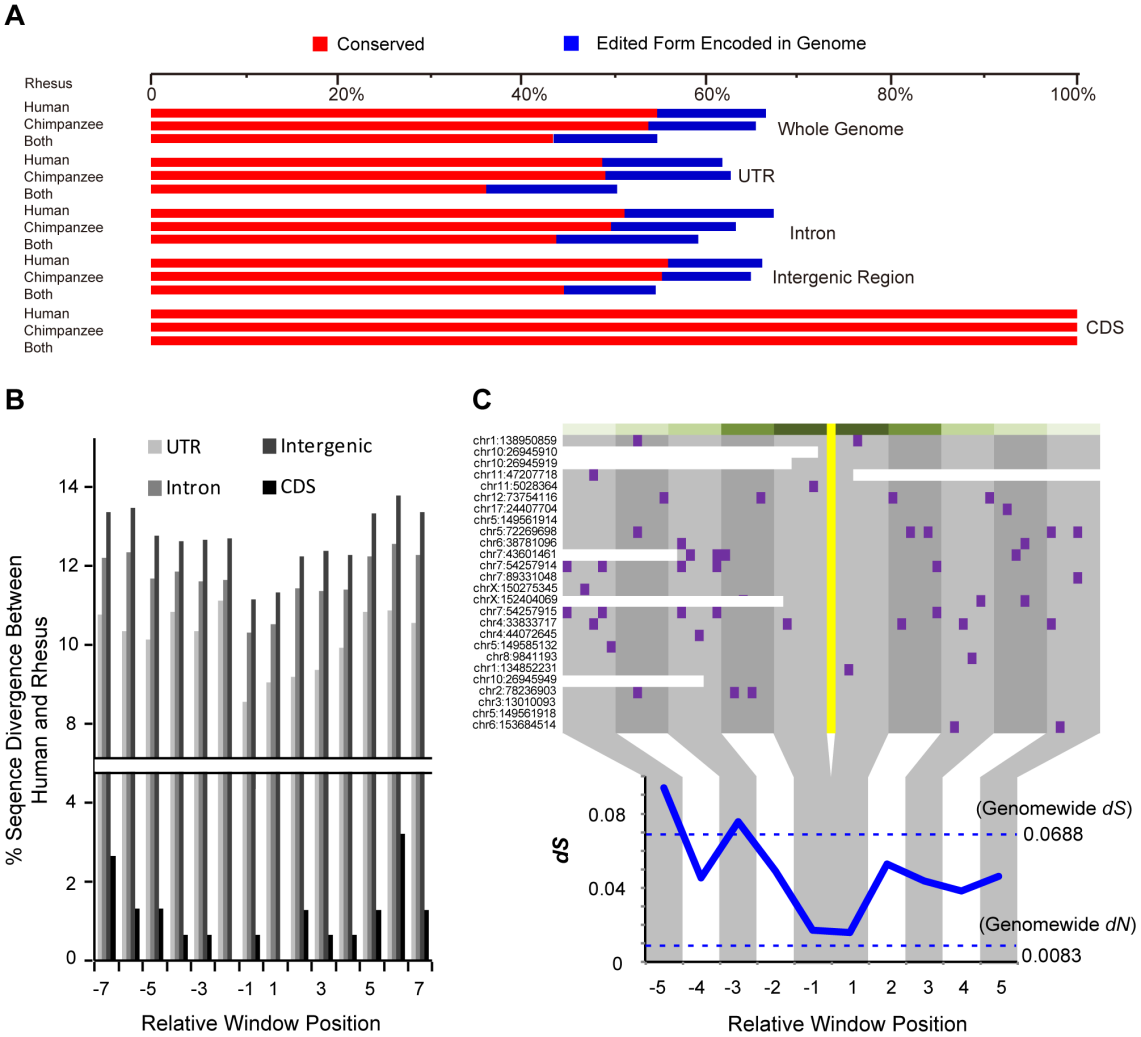
Contribution of purifying selection to the RNA editome in primates. (**A**) The percentages of macaque editing sites with corresponding editing sites in human and/or chimpanzee (red bars), or genomically encoded in the two species (blue bars), are shown for the total editome (top), or for editing sites in different genomic regions (bottom). (**B**) The genomic sequences nearby the macaque editing sites were compiled according to the distances to the editing sites. For each 6-nucleotide window, the proportion of divergent sites between human and rhesus macaque are shown for different genomic categories. (**C**) Distribution of human-macaque synonymous divergent sites nearby the A-to-G editing sites. The codons with RNA-editing sites are highlighted in yellow and each synonymous divergent site in purple. The distribution of synonymous divergence (*dS*) values near the RNA-editing site, calculated using a 6-codon window, is shown in the lower panel, with the genome-wide *dN* and *dS* between human and rhesus macaque indicated by the dotted line.

On the basis of these clues, we further tested whether the cross-species similarities in RNA editome were maintained by purifying selection due to the functional implications of these regulations, or simply due to the relatively lower sequence divergences among these closely related primate species. As shown above, the local sequence context of the editing site was important in RNA-editing regulation, as it may be implicated in the formation of a suitable *ADAR* substrate structure [28]. Therefore, primate-specific purifying selection nearby the editing site would presumably be an evidence for the functional relevance of the RNA-editing events. When examining the distribution of diverged sites between human and rhesus macaque, we discovered substitution valley of decreased divergence flanking the editing sites, as compared with the more distal regions as background (**Figures 5B** **& S11;** **Materials and Methods**). As a control, for macaque editing sites encoded in both human and chimpanzee with other types of nucleotides, no decreased divergence was observed nearby the focal editing sites in sequence comparison between human and chimpanzee (**Figure S11C**). Further analysis revealed little effect of expression levels of the host genes on the signatures of substitution valley of decreased divergence (**Figure S11E, F & G;** **Materials and Methods**). Overall, the divergence rates dropped by 15.2%, 12.3% and 13.0% for RNA-editing sites located in untranslated, intronic and intergenic regions, respectively, in contrast to 74.0% in the coding regions. The stronger selective constraint detected on coding regions recapitulates the particularly higher degree of parallels of editome in coding regions, as compared with other genomic regions (**Figure 5**). Due to limited number of editing sites in coding regions, we performed *Monte Carlo* simulation with random sampling of coding regions across the macaque genome to test whether the detected divergence rate drop was an effect of sampling bias on limited observations. The result revealed that such a possibility is rare (*Monte Carlo p-value* = 0.005).

For RNA-editing sites in coding regions, we also examined the distribution of synonymous divergent sites between human and rhesus macaque surrounding the editing sites. Although synonymous sites have been considered to be largely neutral [33], we noted that their presence near the editing sites was actually more selectively constrained than distant synonymous sites [23], [34] (**Figure 5C**). The synonymous substitution rate nearby the editing site was nearly equivalent to the genome-wide substitution rate of nonsynonymous sites that is under strong purifying selection (**Figure 5C** **;** **Materials and Methods**). We further noted that the genes regulated by these recoding RNA-editing events were significantly enriched in the functional category of biological binding [35] (*Hypergeometric test, p-value* = 1.7e-3). Among these sites, three were located in orthologous proteins in human with solved crystal structures – the nucleotide/codon re-assignment by RNA editing reportedly regulate the activity of the voltage-gated potassium channel [34] or the efficiency of DNA glycosylases in the removal of damaged nucleotides [36]. 

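KCNA1 and NEIL1 are the host genes of the sites linked to the potassium channel and to the DNA glycosylase in Table 2. The KCNA1 site is at position 5028364 of chromosome 11 (rheMac2), and the only transcript that spans it in the files runs from 5027129 to 5028713 with an exon length of 1585 bp (ENSMMUG00000012274). This transcript had 6.05 RPKM in cerebellum, with no reads in kidney and lung (no replicates). Its 0.020 RPKM in heart came from 2 reads, below the floor of 3 reads. The NEIL1 sites are at positions 54257914 and 54257915 of chromosome 7. Both lie within a transcript from 54253074 to 54259388 with an exon length of 1375 bp (ENSMMUG00000013079), which had 16.3 RPKM in cerebellum, 14.4 in kidney, 14.8 in lung and 2.72 in heart.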

These RNA-editing events shaped by purifying selection may thus represent a form of functional regulation that underlies processes associated with protein, ion and nucleic acid binding.

Taken together, the dampened divergence rate or synonymous substitution rate around the editing sites reflects the evolutionary necessity of retaining some of these editing substrates with their double-stranded structure (**Figure 5**). However, in contrast to the sites in coding regions, it is possible that a smaller proportion of functional RNA editing sites exist in these non-coding genomic regions, considering the weaker selective constraints detected (**Figure 5A & B**). These findings thus complement the “continuous probing” model postulating a tinkering-based origination of functional editing sites [17], [37] (**Discussion**).

## Discussion

### Macaque editome identification: Experimental and computational strategies

Despite extensive efforts and discussion, accurate definition of the human editome by using NGS data alone remains technically challenging [5], [8]–[12]. The widespread human editing sites detected in a recent study might have been largely a result of technical artifacts, such as systematic sequencing errors and flaws in the subsequent computational analyses [5], [8]–[12]. Other studies introduced more stringent pipelines to control for high false-positive rate, such as by sequencing only target regions with putative RNA-editing sites [4], by removing RNA-editing sites on repetitive genomic regions [3], or by rejecting sites corresponding to genomic polymorphisms [12]. These approaches have significantly improved the accuracy of RNA editing site calling, but additional barriers still exist for unbiased and definite identification of editome on the genome-wide scale [18]. Particularly for species with poor genome annotations and error-prone gene structures such as the rhesus macaque [19], [22], successful editome detection is hampered by difficulties in accurately mapping RNA-Seq reads and discerning discrepancies.

In this study, beyond the filters established previously to remove potentially erroneous editing sites with i) low read coverage [6], [7], ii) poor base-calling quality or multiple types of variation [6], [7], iii) strand-biased cDNA read distributions [7], and iv) location in repeat genomic regions [3], [7], [12], we installed additional experimental designs and analytical measures with advantage in eliminating false-positives in our pipeline. First, all NGS assays were performed in macaque tissues derived from the same animal, which effectively excluded individual differences in the genome and transcriptome (**Materials and Methods**). Second, strand-specific RNA-Seq technique significantly controlled for potentially ambiguous calls due to the widespread *cis*-natural anti-sense expression [18], [38] (**Figure 2A**). 

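In the 4 tissues with files, 15147 of the 28633 genes with an identifier had a transcript at 1 RPKM or more in at least 1 tissue, and 8044 did in all 4. By tissue, 11469 genes reached 1 RPKM in cerebellum, 11981 in kidney, 13022 in lung and 9338 in heart. Lung alone reached this level at 1222 genes, cerebellum alone at 921, kidney alone at 587 and heart alone at 147. The properly mapped reads behind these values ranged from 48306898 in kidney to 81517974 in cerebellum. In heart the reads counted on transcripts were 47.9% of the properly mapped reads, the lowest share, which lowers its RPKM values. At 0.1 RPKM or more, 18649 genes were detected in at least 1 of the 4 tissues, and 20065 genes had any reads. With transcripts counted in place of genes, a setting chosen after seeing the data, 30340 reached 1 RPKM. The paper attributes accurate mapping, with sufficient depth on the expressed mRNAs, to its long paired-end reads.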

Third, long paired-end reads were generated in our deep sequencing analysis, ensuring accurate mapping with sufficient sequencing depth on >18,000 mRNAs [39] and 96.9% of macaque genomic regions. Fourth, a more stringent read mapping strategy was applied to facilitate the definition of uniquely-mapped reads (**Materials and Methods**), which efficiently diminished false mapping due to processed pseudogenes [3]. In addition, considering the error-prone gene structure annotations for rhesus macaque [19], [20], we further introduced inclusion criteria to remove editing sites located in previously mis-annotated macaque transcripts. Taken together, as we demonstrated above, these efforts ensured the identification of an accurate and quantitative catalog of RNA-editing sites.

However, the stringent criteria we used to control for the false-positives would cause some false-negatives in RNA-editing detection, although the calling sensitivity in coding region was proved to be good (**Figures 1** **&** **2**). To evaluate the degrees of false-negatives of our stringent computational pipelines, we applied the identical pipeline and inclusion criteria on human poly(A)-positive RNA-Seq data reported previously to identify human editing sites [7], [21]. Compared with the original poly(A)-positive RNA-Seq study reporting 84,750 human editing sites (see **Supplementary Table 1** in Reference [7], [21]), 20,065 editing sites were identified by our pipeline, with A-to-G transitions accounted for 94.3% of the identified editing sites. Considering the total sequencing depth of this human study is much lower than that of our study in rhesus macaque, we slightly modified our inclusion criteria for RNA-editing sites by decreasing from five to two the minimum RNA-Seq reads required to support the variant form (while keeping all other parameters used in sequence alignment and single-nucleotide variation calling), and consequently identified 80,375 editing sites, a number comparable with the original report in human (84,750 sites; **Materials and Methods**) [21]. It is obvious that more macaque editing sites would be expected, especially when increasing the sequencing depth of the transcriptome. However, with the experimental efforts in minimizing the effects of computational detection sensitivity in our study, such as the significantly elevated transcriptome sequencing depth in rhesus macaque to increase the detection power of variants, and the strand-specific, long paired-end reads designed to increase the proportions of uniquely-mapped reads (**Materials and Methods**), it is likely that some non-technical factors, *e.g.*, the inherent difference in genetic makeup for the inverted *Alu* pairs, may also contribute to this human-macaque difference [4], [7], [40], [41].

Viewed together, although our rigorous experimental and computational paradigm would cause some false-negatives, it would be a necessary compensation for an accurate and quantitative catalog of RNA-editing sites in rhesus macaque, considering the poor genome annotations and error-prone gene structures in rhesus macaque [19], [20], [22]. Importantly, the catalog represents a representative account of RNA-editing sites across rhesus macaque genome for further interrogation of the global attributes of the RNA editome.

### Characteristics and implications of the macaque editome

Aside from the technical issues, the present work on the macaque RNA editome provided novel insights into several aspects of the RNA editing process. First, large-scale sequencing on a broad range of tissue samples from the same or different animals allowed for a comparative editome analysis. We subsequently deduced from such a study that, while there is large degree of variance between sites and tissues (**Figure 3A**), the intra-population variability of editing levels is significantly lower than that across tissues, suggesting a regulatory commonality of RNA editing within populations similar to other fundamental gene regulation mechanisms [26], [27] (**Figures 3B, C, D** **, S7 & S8**). Second, the global attributes of editing were further verified and quantified to show that the occurrence of RNA editing is correlated with the flanking sequence signatures, as well as the levels of *ADARs* expression (**Figure 4**). The macaque editome is thus partially associated with *ADARs*-mediated enzymatic reactions, and the *cis*- and *trans*-directed mechanisms associate with *ADARs*, such as the chemical affinity of *ADAR* binding sites and *ADARs* concentration, are thus likely to be relevant with the regulation of the macaque editome.

### RNA-editing regulation: Functional outcome and significance

While hereditary information is modified by RNA editing, evidence for functional significance of this process is largely lacking thus far [17]. Although functional RNA-editing sites have been sporadically reported, they may represent only isolated cases rather than a general mode of regulation. In this study, with an accurate and informative editome defined across multiple tissues and animals, we found some intra-population conservation of the macaque editome, as well as some parallels of the editome across multiple primate species (**Figures 3** **,** **4** **&** **5**). However, our findings also suggest that the editome is partially associated with *ADARs*-mediated enzymatic reactions. It is thus possible that sites showing high affinity to *ADARs* in one macaque animal would also have high affinity to *ADARs* in other macaque animals, or in humans and chimpanzees, considering the relatively lower sequence divergences among these closely related primate species. To this end, we tested whether the cross-species similarities in RNA editome were maintained by purifying selection due to the functional implications of these regulations, or simply due to such a passive mechanism. Interestingly, in support of the functional relevance of some of these editing sites, substitution valley of decreased divergence was detected around the editing site (**Figure 5**), suggesting the evolutionary necessity of retaining some of these editing substrates with their double-stranded structure. Taken together, the findings on the population-wide and evolutionary conservation of the macaque editome, as well as the contribution of purifying selection to editome shaping, lend support to the functional significance of this co-transcriptional regulation as a whole.

Interestingly, when investigating the dampened divergence rate for editing sites across different genomic regions, stronger selective constraint was detected on coding regions, while sites in other regions also showed some degrees of weaker evolutionary constraints (**Figure 5A & B**). This analysis implies that, in contrast to the sites in coding regions, a smaller proportion of functional RNA editing sites exist in non-coding genomic regions (**Figure 5A & B**). The varied proportions of functional editing sites across different genomic regions thus support the “continuous probing” model postulating that most of the editing sites are neutral with low editing levels, acting as a selection pool for a few functional editing sites [17]. However, our findings also suggest that the RNA editing levels are partially associated with the chemical affinity of *ADAR* binding sites, as well as *ADAR* concentration. Thus, the editing levels are not necessarily low even for those potentially neutral editing sites (**Figure S12**), a notion that complements the “continuous probing” model by illustrating a clearer process for the tinkering-based origination of functional RNA editing sites [**17**], [**37**].

## Materials and Methods

### Ethics statement

Rhesus macaque tissue samples were obtained from the AAALAC-accredited (**A**ssociation for **A**ssessment and **A**ccreditation of **L**aboratory **A**nimal **C**are) animal facility at the Institute of Molecular Medicine in Peking University. Experiments with animals were done in accordance with protocols approved by the Institutional Animal Care and Use Committee of Peking University and followed good practice.

### Library preparation, sequencing, and quality control for RNA-Seq, genome resequencing and Exome-Seq

Strand-specific RNA-Seq libraries were prepared from seven rhesus macaque tissues derived from the same animal as previously reported [38], [39], [42]. Genomic DNA was obtained from prefrontal cortex and blood of the same animal for the library preparation of genome resequencing and parallel exome capture and sequencing, respectively. Exome fragments were captured and enriched using SureSelect Human All Exon 50 Mb kits (Agilent Technologies) following the manufacture's protocol. NGS was performed on a HiSeq 2000 Sequencing System, with a 90×2 paired-end read mode. Comprehensive evaluation of sequencing data was carried out using FastQC (v0.10.0), bedtools (v2.16.2), the Tophat (v1.2.0) package, and in-house Perl and R scripts. Overall, high-quality RNA-Seq data were obtained on the basis of high base quality (**Figure S1A**), unbiased read distribution on transcripts (**Figure S1B**), correct strand information (**Figure S1C**), little DNA contamination (**Figure S1D**), and a low and evenly-distributed mismatch rate across the reads (**Figure S1E**). The quality of genome resequencing and exome-Seq were also evaluated following the strategy reported in a previous study [3] (**Figure S2**). Deep sequencing data in this study are available at NCBI Gene Expression Omnibus and SRA under accession numbers GSE34426, GSE42857 and SRP039366.

### Sequence alignment and strategy for single-nucleotide variation calling and filtering

Exome-Seq or genome resequencing reads were aligned to the rhesus macaque genome (rheMac2) with BWA (v0.5.9-r16), from which only uniquely-mapped reads were retained. RNA-Seq reads were firstly mapped to the macaque genome (rheMac2) by BWA (v0.5.9-r16). Meanwhile, the RNA-Seq reads were also mapped to the transcriptome (Ensembl v65) by BWA (v0.5.9-r16) to address the technical issue of gapped alignment, as well as to control for false-positives derived from pseudogene- or paralog-related misalignments in short-read processing. Unique mapping of a RNA-Seq read was then defined as i) no more than four mismatches detected in the alignment to the genome or transcriptome reference; and ii) with no second-best hit or the second-best mapping model including no less than three additional alignment mismatches than the best model. For reads aligned to both the genome and the transcriptome, unique mapping of RNA-Seq reads was defined when combining the genomic mapping with the transcriptome mapping results, while other reads uniquely aligned only to the genome or the transcriptome were kept. Unique alignments were further examined to remove cases with incorrect read-pairing information [39]. This stringent mapping strategy effectively eliminated potential mis-alignment due to processed pseudogenes or un-annotated transcripts [3]. With this stringent mapping strategy, it is possible that the hyper-edited regions are under-represented, as their detection requires alignment procedures tolerating more mismatches and thus is different from most of the current editing detection schemes including ours [43].

Uniquely-mapped reads were first divided into two groups: reads transcribed from the plus-strand and those from the minus-strand. After removing redundant reads with identical start and end positions, single-nucleotide variation (SNV) calling was separately performed for the two groups of reads using Samtools (v0.1.16), with the parameter “samtools mpileup -C 50 -E –Q 25 –ug”. The special parameter “bcftools view -p 1” was set to keep SNVs significantly deviating from heterozygous allele distribution. Reads harboring SNVs within 5 bp of both ends were discarded in SNV calling due to read end-biased sequencing errors [8]–[10].

### Inclusion criteria for RNA-editing sites

Whole genome sequencing data were used to determine the genotype by adopting criteria similar to those of Li *et al* [4]. At least ten genomic reads were required to estimate the genotype of one site, and the corresponding genotype of a candidate RNA-editing site was required to be homozygous with >95% of the covered reads supporting the major allele type (**DNA Filter**, **Figure 1A**). RNA SNVs with a homozygous genotype were included in an initial list of RNA-editing sites, and were further subjected to a stringent filtering protocol: **i**) The **RNA SNP Filter**, in which at least five RNA-Seq reads, with ≥3 nucleotides sequenced with high PHRED base quality (≥25), were required to support the variant form, thus eliminating false-positives due to amplification bias or sequencing error (**Figure 1A**). SNVs displaying more than one mismatch type were discarded. For candidate RNA-editing sites in non-*Alu* regions, we performed BLAT alignment filtering to eliminate SNVs potentially caused by mis-alignment to paralogs or pseudogenes [3], [7], [12], [21]; **ii**) A **Strand Bias Filter** was also introduced as previously proposed [7]. Briefly, RNA-editing sites exhibiting strand bias in read distribution (*Fisher's exact test*, *p-value*<0.05), or supported by <2 reads on either of the two strands, were excluded (**Figure 1A**), while the minimal supporting reads required on each strand was decreased from two to one for candidate editing sites located in *Alu* regions. To evaluate the performance of this filter, we performed mass array-based genotyping to evaluate the removed sites in coding regions. This filter efficiently removed false positives at a low cost of identification sensitivity, in that 84.6% of the sites were indeed erroneous identification and six verified editing sites were included in the final list; **iii**) The **RhesusBase Filter**, in which we further checked the RNA-editing sites by mapping the raw reads containing these sites to refined transcript structures in the RhesusBase [19], [20], since some exon-intron boundaries have been mis-annotated previously [19], [20]. SNVs located within 5 bp of the splicing junctions were further manually curated, as alignment errors are more frequent around these junctions [8], [10]. The locations of editing sites were then defined on the basis of both Ensembl and RhesusBase gene annotations [19], [20]. Especially, considering the error-prone macaque gene models [19], [20], editing sites located in coding regions were defined only when the exon-intron structures were supported by at least one RNA-Seq junction reads or RefSeq gene models mapped from other species.

All candidate RNA-editing sites in coding regions that passed the above protocol, as well seventy-nine randomly selected RNA-editing sites in untranslated, intronic and intergenic regions, were further verified by PCR amplification and Sanger sequencing of both DNA and the corresponding RNA (**Figures S3 & S4,** **Tables 2** **& S2**). The sequence coverage of these sites ranges from 12 to more than 100 RNA-Seq reads, with the estimated editing levels from 3% to 100%. For editing sites in coding regions, we also performed mass array-based genotyping on all cDNA and the matched DNA samples on an iPLEX Gold MassARRAY system (Sequnom Inc.) to independently verify the RNA-editing sites and the corresponding editing levels. Primers were designed with MassARRAY assay design software. Amplification reactions, digestion of unincorporated dNTPs and MALDI-TOF mass spectrometry were performed in accordance with the manufacturer's instructions. Signal intensities for two alleles were automatically assigned followed by manual confirmation. Briefly, the genotype was assigned as the ratio of the area of ‘G’ signal to the area of both ‘G’ and ‘A’ signals if the editing form was A-to-G, and ideally a ratio of 0 represented homozygous A/A while 1 represented homozygous G/G. Considering the noise in the Sequenom mass array platform [44], a candidate RNA-editing site was confirmed when the ratio of edited form was ≥0.10 in at least one of the seven cDNA samples derived from macaque tissues, and <0.10 in the DNA samples.

To further assess the degrees of false-negatives of this stringent computational pipeline, two evaluations were performed on the basis of the human YH genome and the associated poly(A)-positive RNA-Seq data [7], which were used previously to identify human editing sites [7], [21]. First, we applied the identical pipeline and inclusion criteria used in our study on this dataset to identify human editing sites [7]. Second, considering the total sequencing depth of this human study is much lower than that of our study in rhesus macaque [7], the inclusion criteria for RNA-editing sites were slightly modified by decreasing from five to two the minimum RNA-Seq reads required to support the variant form (while keeping all parameters used in sequence alignment and single-nucleotide variation calling).

### Characteristics of RNA-editing sites

The levels of RNA editing were estimated separately for high-throughput, medium-throughput and low-scale data on the basis of read numbers [6], signal intensity contrast [44] and peak height ratio [45] between wild-type and edited forms, respectively. The sequence motif was built by Two Sample Logo [46], with the level of preference/depletion shown in height proportional to scale (**Figure 4A**).

We evaluated the dependence of editing levels on sequence motif. The RNA-editing sites were divided into four categories according to the nearby sequence preferences (**Figure 4A**), with a ‘matched’ motif referring to the consensus sequence of **YAS** [**Y** = **T**/**C**, **S** = **C**/**G**], a ‘5′ matched’ motif of **YAW** [**W** = **A**/**T**], a ‘3′ matched’ motif of **RAS** [**R** = **A**/**G**], and a ‘not matched’ motif of **RAW**. We further performed a quantitative study to estimate how much site-to-site variances could be explained by the nearby sequence motif. We fitted the relationship between editing level and the local sequence context by controlling for cross-tissue and intra-population variations, using a Triplet model as previously described [29]:
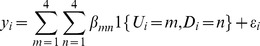
Where, 

 indicates the editing level of *i* th editing site; A, T, C and G were denoted by 1, 2, 3 and 4; 

 and 

 represented the 1 bp upstream or downstream nucleotide of the *i* th editing site; 1{A} was characteristic function (when A is satisfied, 1{A} = 1, otherwise, 1{A} = 0.); 

 was the normally-distributed error term. The adjusted *R^2^* values obtained under the regression model was used to indicate the prediction power of the local sequence context on the editing levels [29].

### RNA-editing profile across individuals and tissue types

Public high-throughput datasets of multiple tissues from human [27], rhesus macaque [27], [47] and chimpanzee [27] were integrated and processed using a pipeline as previously reported [39]. Mass array-based genotyping data (Sequenom) from multiple tissues were also generated to profile the distribution of editing levels for sites in coding regions across animals and tissues, from which RNA-editing sites without reliable genotyping data were excluded. Hierarchical clusters were built using complete linkage hierarchical clustering by Cluster (v3.0), on the basis of editing levels across different tissues in different individuals, for all editing sites (**Figure 3B**), or for several subsets of these editing sites (**Figures 3C** **& S8**).

Besides the qualitative clustering data, we further measured the coefficients of variation (CV) of editing level across different animals, as well as across tissues. RNA-Seq data in brain samples from seven animals and seven tissues from the same animal were integrated and analyzed in standard pipelines for estimation of editing levels and CVs (**Table S4**). Only those editing sites covered with at least 30 RNA-Seq reads and at least 5 observations in each group were included. A CV score less than one indicates a smaller standard deviation than the mean, and thus a small intra-population variation for RNA editing levels.

Expression profiles of *ADARs* were estimated as previously reported [39] and tissue-specific correlation between RNA editing level and *ADAR* expression was analyzed. Only those editing sites covered with at least ten RNA-Seq reads in each of the seven tissues were included. A cutoff for Spearman's rank correlation coefficient at ≥0.5 was used to indicate a positive correlation between the tissue-biased profile of the RNA editome and *ADARs* expression profile, and sites correlated with both *ADARs* were considered to be associated with the one showing higher correlation coefficient. To further provide a quantitative estimate, we performed linear regression analysis to illustrate the association of *ADARs* expression profile with the editing levels:
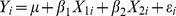
Where 

 indicates the editing levels, *μ* the mean of editing level, 

 and 

 the expression levels of *ADAR1* and *ADAR2*, *β*_1_ and *β*_2_ the corresponding regression coefficients, and *ε_i_* the normally distributed error term. The *R^2^* was used as a quantitative indicator for the proportion of the variance of editing level that could be explained by the *ADAR* expression profile. 10,000 *Monte Carlo* simulations were performed to estimate the distribution of *R^2^* values on permutation datasets neglecting tissue relationships for the tissue expression profile. Finally, according to the test of significance of *β*_1_ and *β*_2_, we further classified sites as significantly correlated with *ADAR1* and/or *ADAR*2 using a cutoff of single-tailed test *p-value*≤0.05 and coefficient >0 (**Figure 4E & F**). Multiple testing corrections were performed as previously described (coefficient >0 and FDR<0.1) [**48**].

### Comparative genomics analyses and the detection of selective constraints

To examine whether the editing sites we identified in rhesus macaque could also be detected in human and chimpanzee orthologous regions, we re-analyzed public available RNA-Seq data in human or chimpanzee to trace the orthologous regions of macaque editing sites. Cross-species comparisons of RNA-editing regulation was analyzed in five tissues (cerebellum, prefrontal cortex, testis, kidney and heart) in the genomic context of sequence multiple alignments among human, chimpanzee and rhesus macaque [49]. Only macaque editing sites covered by at least 10 reads in both human and chimpanzee were included, a cutoff of sequence coverage required for accurate examination of the editing status: for the remaining sites with lower coverage, the assignment of the editing status is compromised by confounding factors such as the lower detection power of an editing site. To further confirm the authenticity of “editing signals” in other species, the adjacent non-edited sites were used as the background to indicate the degrees of sequence errors (**Figures 5A** **& S10**).

We then tested whether the cross-species similarities in RNA editome were maintained by purifying selection due to the functional implications of these regulations. The genomic sequences nearby all of these macaque editing sites were compiled and the percentage of sequence divergence between human and macaque was calculated for each 6-nucleotide window. To investigate whether higher expression may be linked with higher conservation, we performed the analysis again using three subsets of these editing sites, divided according to their abundance of expression tags, estimated on the basis of the sum of normalized abundance of expression tags in seven tissues and (**Figure S11E, F & G**).

For editing sites in coding regions, the *dS* and *dN* scores for each window nearby the editing sites were estimated using DnaSP (v5). The average *dS* and *dN* scores between human and rhesus macaque were estimated using 2,929 coding sequences with high-quality pairwise alignment [50]. Due to limited number of editing sites in coding regions, 10,000 *Monte Carlo* simulations with random sampling of coding regions across the macaque genome were performed to assess whether the detected divergence rate drop was a consequence of sampling bias on limited observations. A series of Perl and R scripts (v2.13.1) were implemented to perform these statistical analyses.

## Supporting Information

Figure S1 High-quality strand-specific RNA-Seq was performed for seven rhesus macaque tissues. (**A**) PHRED quality scores across all bases of reads. (**B**) Distribution of RNA-Seq reads across transcripts. Transcripts were binned into even intervals from 5′ to 3′, with the percentage of all short reads aligned to each interval shown as mean ± SD. (**C**) Efficiency of strand-specific sequencing strategy. PFC: prefrontal cortex. (**D**) Average read distribution in exonic, intronic and intergenic regions as measured by RPKM. (**E**) Mismatch frequency at each position of reads summarized as mean ± SD.
(TIF) Click here for additional data file.

Figure S2 Statistics for whole-genome sequencing (WGS) and parallel exome capture and sequencing (Exome-Seq) in rhesus macaque. The reads coverage in WGS (upper panel) and Exome-Seq (lower panel) is summarized and shown in cumulative frequency plots.
(TIF) Click here for additional data file.

Figure S3 Results of Sanger sequencing validation for all 29 candidate macaque editing sites in coding regions. For each candidate editing site (indicated by genome coordinates and red arrows), raw chromatograms of sequences derived from seven cDNA and the matched DNA (gDNA) samples are shown (**S3-1** to **S3-27**).
(PDF) Click here for additional data file.

Figure S4 Results of Sanger sequencing validation for 79 candidate macaque editing sites in non-coding regions. For each candidate editing site (indicated by genome coordinates and red underlines) in intronic regions (**S4-1**), untranslated regions (**S4-2**), or intergenic regions (**S4-3**), raw chromatograms of sequences derived from one cDNA and the matched DNA (gDNA) samples are shown. ^*^Sites used in regression analysis.
(PDF) Click here for additional data file.

Figure S5 The levels of RNA editing could be accurately estimated using RNA-Seq data. For each editing site with adequate read coverage, the levels of editing were estimated using different RNA-Seq datasets of macaque brain. Pair-wise Pearson correlation coefficients are shown in (**A**). The basic information on these public datasets is summarized in (**B**).
(TIF) Click here for additional data file.

Figure S6 Enrichment of the A-to-G editing sites by the multi-filter strategy. Initial: initial list of macaque editing sites identified by high-throughput sequencing. Relative representation of macaque editing types for sites that progressively passed the DNA filter, the RNA SNP filter, the strand-bias and RhesusBase filter, as described in **Materials and Methods**.
(TIF) Click here for additional data file.

Figure S7 Quantitative analysis of intra-population and cross-tissue variations of editing levels. The distributions of coefficient of variance (CV) values within macaque animals (**A**), as well as across different tissues (**B**) are shown.
(TIF) Click here for additional data file.

Figure S8 Hierarchical clustering of editing levels for subsets of editing sites. Editing levels were estimated on the basis of RNA-Seq data in this study (Testis, Lung, Kidney, Heart, Muscle, Prefrontal cortex) and other public RNA-Seq data [Brain (1–6), Cerebellum (1–2), Muscle (1–8), Heart (1–5), Kidney (1–3), Lung (1–3), Testis (1–3)], with missing data in dark cyan. Six subsets of editing sites, including sites in *Alu* (**A**), non-*Alu* repeat (**B**), non-repetitive (**C**), un-translated (**D**), intronic (**E**) and intergenic (**F**) regions were analyzed separately.
(TIF) Click here for additional data file.

Figure S9 Distributions of *R^2^* values. Distributions of *R^2^* values in models assuming association of editing level of *Alu* (**A**) or non-*Alu* sites (**B**) with *ADARs* expression are shown.
(TIF) Click here for additional data file.

Figure S10 Cross-species comparisons of different subsets of editing sites. The percentages of macaque editing sites that had corresponding editing sites in human and/or chimpanzee are denoted by red bars. Comparisons were done for the background using the adjacent non-edited sites to indicate the degrees of RNA-Seq sequence errors (**A**), as well as for the subsets of editing sites in different genomic context (**B**).
(TIF) Click here for additional data file.

Figure S11 Signatures of purifying selection for editing sites in different subsets. The genomic sequences nearby the macaque editing sites were compiled according to the distances to the editing sites. For each 6-nucleotide window, the proportion of human-macaque (**A, B, D, E, F & G**) or human-chimpanzee (**C**) divergent sites is shown for different subsets of macaque editing sites. **A**: all macaque editing sites, **B**: conserved sites between human and macaque, **C**: non-edited sites in both human and chimpanzee, D: editing sites in *Alu* regions, **E–G**: editing sites with low, medium and high expression levels, respectively. The nearby regions are highlighted in red and the average divergence rate of the distal regions is indicated by blue dashed lines.
(TIF) Click here for additional data file.

Figure S12 Distribution of levels of RNA editing in different genomic regions. For editing sites in untranslated, CDS, intronic and intergenic regions, the distribution of the levels of RNA editing is summarized in boxplot.
(TIF) Click here for additional data file.

Table S1 Basic information of RNA-editing sites identified in this study.
(XLSX) Click here for additional data file.

Table S2 Primers used in Sanger sequencing.
(PDF) Click here for additional data file.

Table S3 Known human RNA-editing sites in coding regions. The percentage of “G” reads, together with the number of total reads (“A” and “G”) in each tissue sample is shown. *Yes: included in final list; DNA Depth: failed to pass inclusion criteria for read coverage; Filter: failed to pass the filter; ^#^Ce: cerebellum, Te: testis, Pr: prefrontal cortex, Ki: kidney, Lu: lung, Mu: muscle, He: heart.
(PDF) Click here for additional data file.

Table S4 Statistics of public RNA-Seq data integrated in this study. ^$^PFC: prefrontal cortex; ^&^C: chimpanzee, H: human, R: rhesus macaque; ^#^M: million reads; ^*^Samples for cross-species comparison in **Figure 5A**; ^@^Samples for intra-species editing level comparison in **Figure 3B**; ^%^Samples for calculating intra-population CV values in **Figures 3D** **& S7**.
(PDF) Click here for additional data file.

Table S5 *P-values* of one-tail Wilcoxon tests for four classes of motif. ^*^M: matched motif; 5′ M: 5′ matched; 3′ M: 3′ Matched; N: Not matched.
(PDF) Click here for additional data file.

Table S6 Quantitative correspondence of the tissue-biased profile of the RNA editome to the tissue expression profile of *ADARs*.
(XLSX) Click here for additional data file.

# Supplementary material for: RNA Editome in Rhesus Macaque Shaped by Purifying Selection
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004274. doi: 10.1371/journal.pgen.1004274

Figure S4

S4-1. Intronic Region

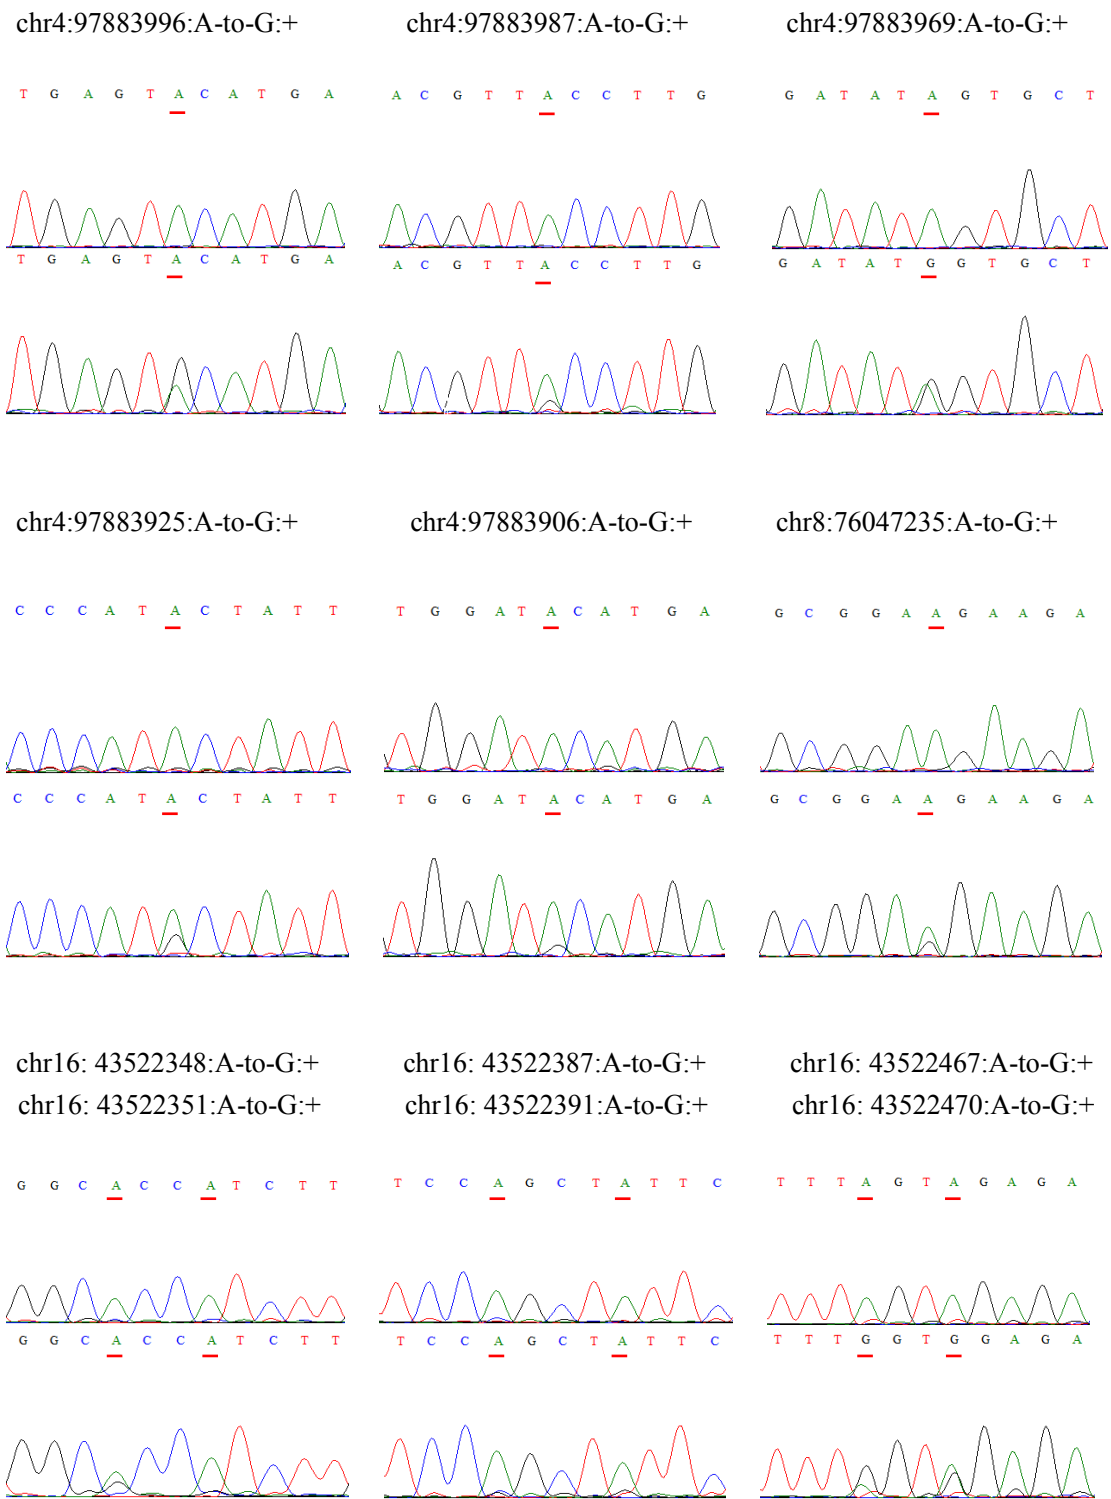

chr16: 43522496:A-to-G:+

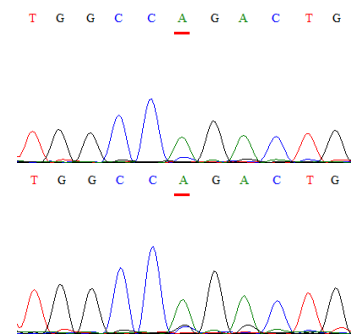

chr16: 43522534:A-to-G:+

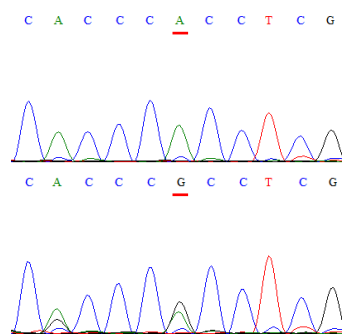

chr1:111948199:A-to-G:-

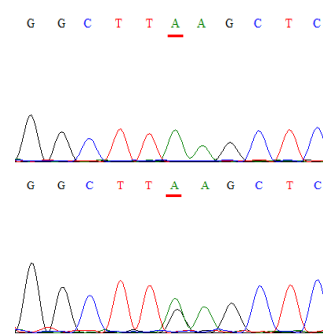

chr1:111948172:A-to-G:-

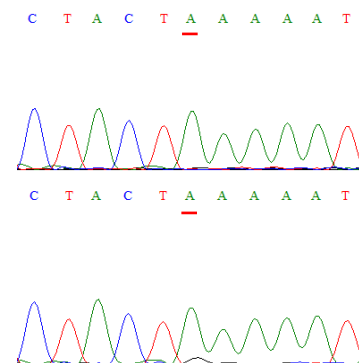

chr1:111948134:A-to-G:-

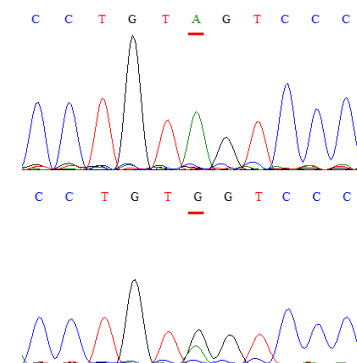

chr16: 43522380:A-to-G:+(negative)

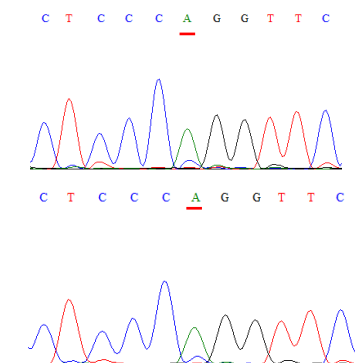

## S4-2. UTR

chr6:128381178:A-to-G:-\*      chr6:128381165:A-to-G:-\*      chr6:128381143:A-to-G:-\*

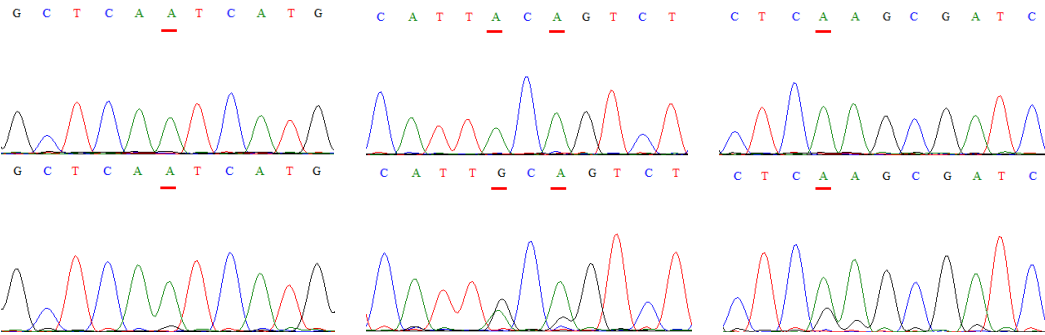

chr6:128381118:A-to-G:-\*      chr6:128381104:A-to-G:-\*      chr6:128381035:A-to-G:-\*

chr6:128381117:A-to-G:-\*      chr6:128381102:A-to-G:-\*      chr6:128381096:A-to-G:-\*

chr6:128381114:A-to-G:-\*

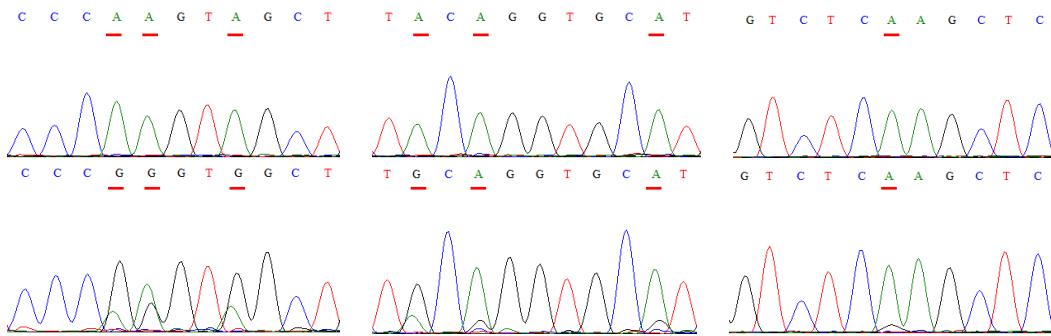

chr6:128380993:A-to-G:-\*      chr6:128380981:A-to-G:-\*      chr19:63670112:A-to-G:+

chr6:128380987:A-to-G:-\*      chr6:128380975:A-to-G:-\*

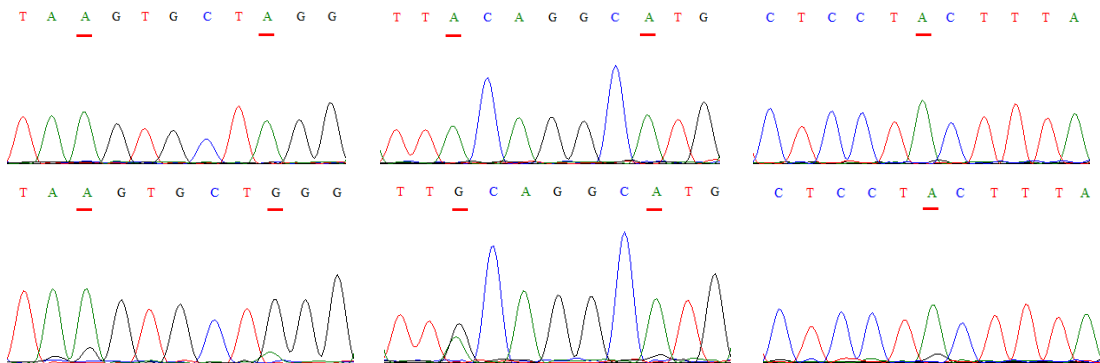

chr19:63670139:A-to-G:+

G G A T T A C G G G T

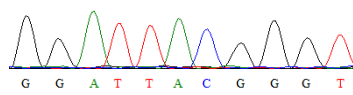

chr19:63670207:A-to-G:+

T G G C C A G G C T G

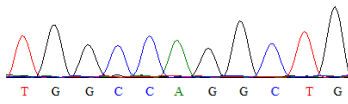

chr19:63670226:A-to-G:+

C T C C T A A C C T C

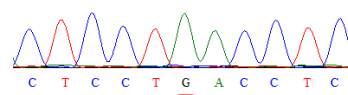

chr19:63670259:A-to-G:+

chr19:63670260:A-to-G:+

chr19:63670267:A-to-G:+

A A A G T G C T A A G

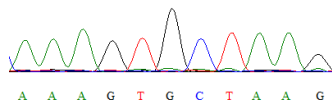

chr8: 39450062:A-to-G:+

G G A T C A C C T G A

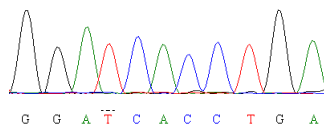

chr8: 39450072:A-to-G:+

A G G T C A G G A G T

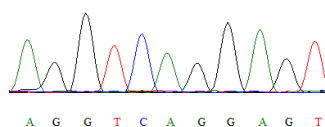

chr8:39450228:A-to-G:+

G C A G T A A A C C A

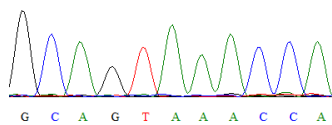

chr8:39450205:A-to-G:+

C T T G A A C C T G G

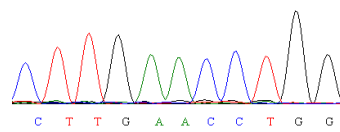

chr8:39450177:A-to-G:+

T A T T C A G G A G G

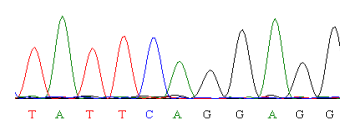

chr8:39450161:A-to-G:+

chr8:39450163:A-to-G:+

chr8:39450164:A-to-G:+

C T A T A A T C C C A

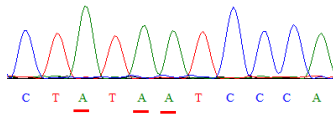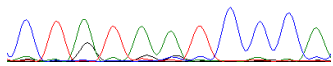

chr1: 115892295:C-to-T:-

(negative)

A A A A A G A G A A A

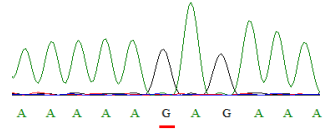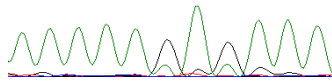

chr1:4729110:A-to-G:-

A C T G C A G C C T C

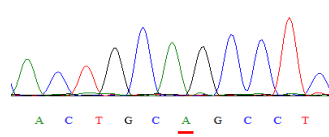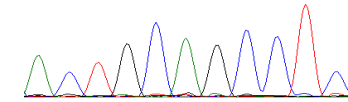

chr1:4728923:A-to-G:-

G A A T A C A G G C G

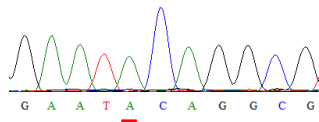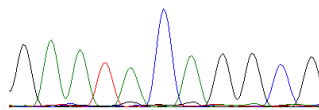

chr1:4729000:A-to-G:-

C T C T C A C T T T G

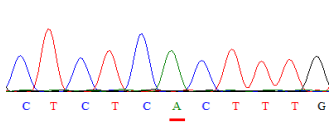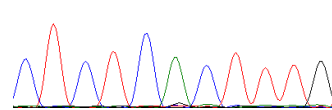

chr1:4729050:A-to-G:-

T A A C C A C A G G C

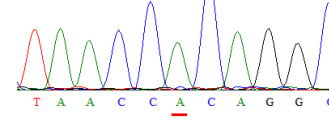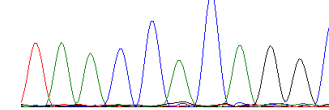

chr1:4729090:A-to-G:-

chr1:4729089:A-to-G:-

G C T C A A G T G A T

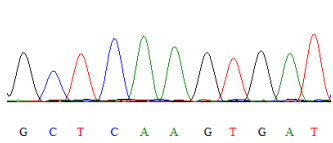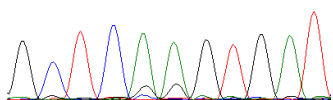

chr1:4729136:A-to-G:-

G G A G T A C A G T G

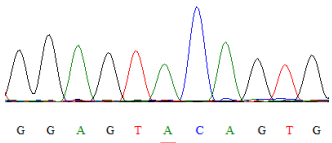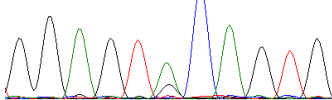

chr1: 4728531:A-to-G:-

C G G T G A G C C G A

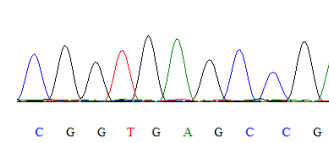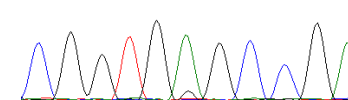

chr1: 4728555:A-to-G:-

T T T G A A C C C T G

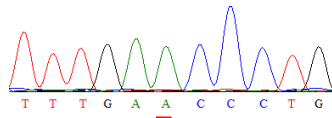

chr1: 4728570:A-to-G:-

G A G G C A G G A G A

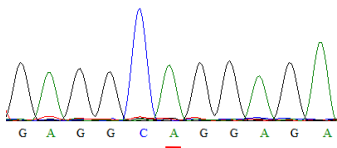

chr1: 4728583:A-to-G:-

T A C T C A G G A G G

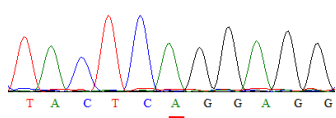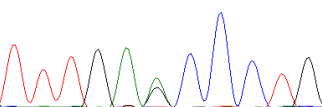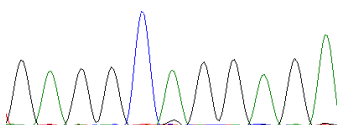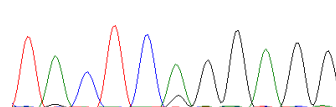

chr1: 4728597:A-to-G:-

C C T G T A A T C C C

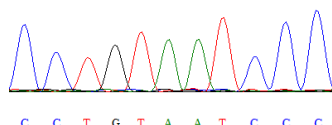

chr1: 4728628:A-to-G:-

chr1: 4728627:A-to-G:-

T A C A A A A G T T A

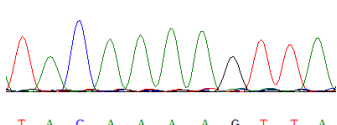

chr1: 4728737:A-to-G:-

C T C A C A C C C G T

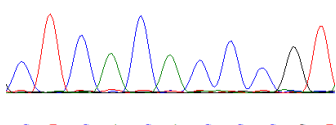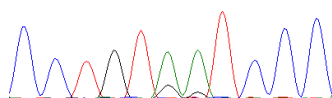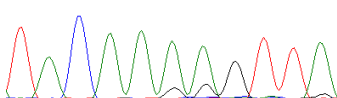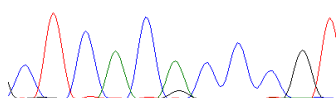

### S4-3. Intergenic Regions

chr6:44916092:A-to-G:+

chr6:44916093:A-to-G:+

chr6:44916100:A-to-G:+

chr6:44916227:A-to-G:+

chr6:44916228:A-to-G:+

chr6:44916244:A-to-G:+

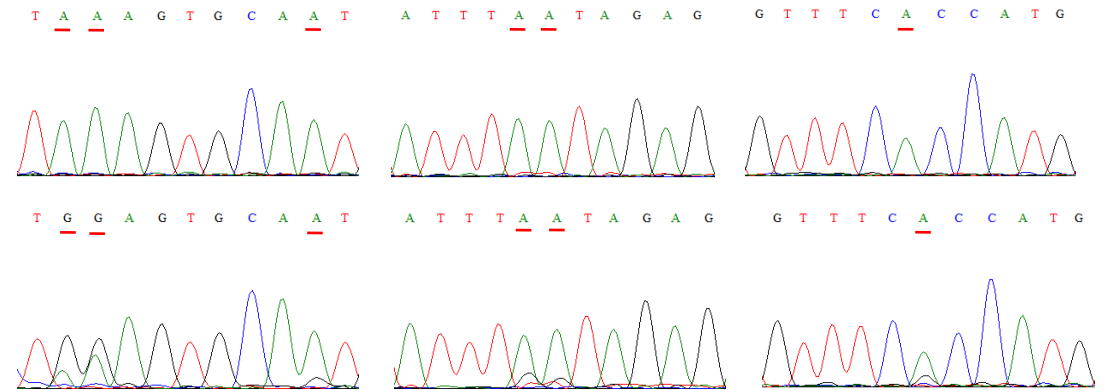

chr6:44916261:A-to-G:+

chr6:146462770:A-to-G:+

chr6:146462771:A-to-G:+

chr6:146462792:A-to-G:+

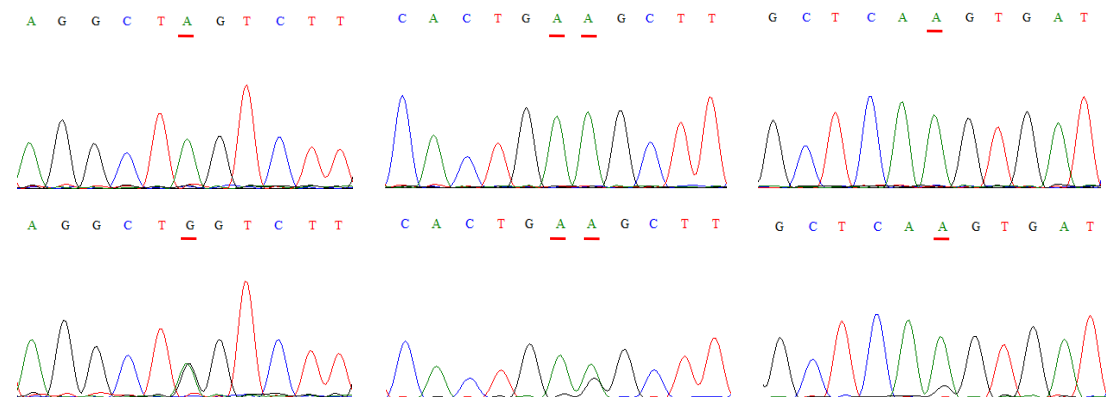

chr6: 146462804:A-to-G:+

chr6:146462864:A-to-G:+

chr6:146462894:A-to-G:+

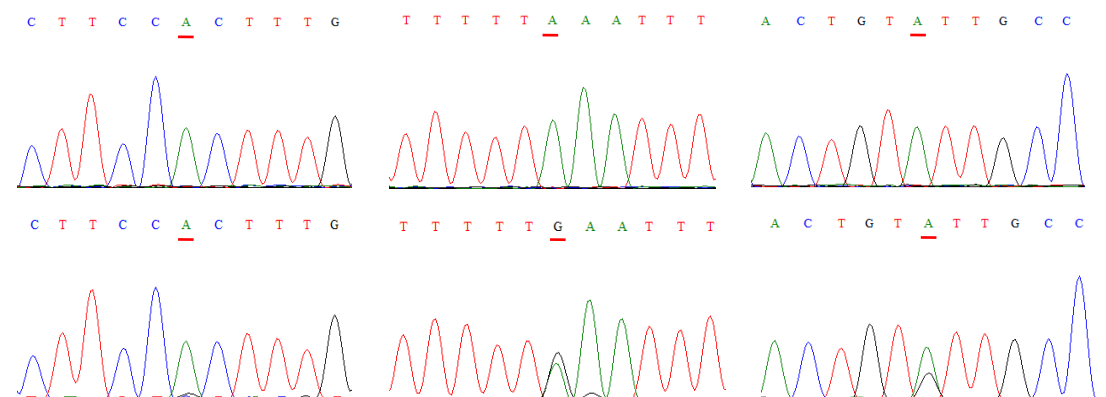

chr6: 146462926:A-to-G:+

G C T C A A G C A A T

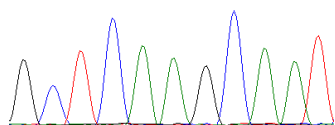

G C T C A A G C A A T

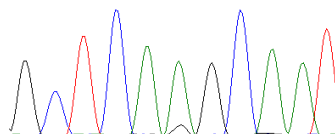

chr6: 146462943:A-to-G:+

G C C T C A G C C T C

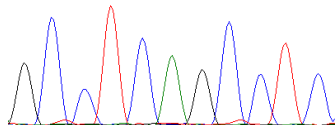

G C C T C A G C C T C

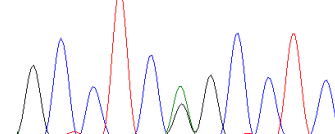

**Supplement:** Figure S4 — Results of Sanger sequencing validation for 79 candidate macaque editing sites in non-coding regions. For each candidate editing site (indicated by genome coordinates and red underlines) in intronic regions (S4-1), untranslated regions (S4-2), or intergenic regions (S4-3), raw chromatograms of sequences derived from one cDNA and the matched DNA (gDNA) samples are shown. *Sites used in regression analysis.

# Supplementary material for: RNA Editome in Rhesus Macaque Shaped by Purifying Selection
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004274. doi: 10.1371/journal.pgen.1004274
**Supplement:** Table S2 — Primers used in Sanger sequencing.

**Table S2. Primers used in Sanger sequencing**

| Position       | DNA Primer                                      | Product Length | RNA Primer                                           | Product Length |
|----------------|-------------------------------------------------|----------------|------------------------------------------------------|----------------|
| chr1:138950859 | TTCAACACCCTCAGAAACAA,<br>TGTTGACTTCCACCTCTAAT   | 302            | TGCCTTGATTCAATCATGC,<br>GATCAGACCATCCGAGTGTG         | 378            |
| chr6:129544096 | TGTGGTTTTTCCCACCTCTC,<br>TGTTTCATTGCTTCCCAAT    | 537            | GGTACTGCCAGTCGATCCAT,<br>GGTGCAACGAGGTCTTCTGT        | 471            |
| chr6:38781096  | TCGTCTGCTACCAGGAAACC,<br>TTTCTCGCTTCTGCAAGGAT   | 641            | CCCGATTAACACCAAGCAGGATCG,<br>CCACCGGGAGAGCAAGACCG    | 249            |
| chr7:89331048  | TATTGAGCAGCCTGTGTTGC,<br>ACAGGCAATGACCTGGTAGC   | 536            | TATTGAGCAGCCTGTGTTGC,<br>ACAGGCAATGACCTGGTAGC        | 536            |
| chrX:150275345 | TAGACTGCCCACTCTGGTC,<br>GTCTTCTGCCAAGTGGGATG    | 503            | GTTGAAGGTGGTGTGGTTT,<br>CCCATGCATTTGGAAGATT          | 618            |
| chr10:26945910 | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG   | 501            | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG        | 501            |
| chr10:26945919 | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG   | 501            | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG        | 501            |
| chr10:26945949 | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG   | 501            | CTGACAGCCAGAGAGCACAG,<br>CGGGATTTGAAACTCCAATG        | 501            |
| chr11:5028364  | ACCGAGATAGCTGAGCAGGA,<br>TTTGGTTAGCTGTGGTGCAA   | 640            | CTCTAAGGGCCTCCAGATCC,<br>GTGGTGCAATTGCCAGTTCT        | 516            |
| chr12:73754116 | CCAGACATTACATGCCTTCAGA,<br>TCCTGAAGTTGTGGCAGGAC | 530            | CCAGACATTACATGCCTTCAGA,<br>TCCTGAAGTTGTGGCAGGAC      | 530            |
| chr17:24407704 | CCAGGTCAGGATCGTGCTTA,<br>CGTTAGCATGGTGACAGCTC   | 652            | TCACAGGAAGCATTTGTCTGC,<br>CTCCTTGACTGGCCATTGTT       | 448            |
| chr5:72269698  | CTCTTCCTCCTCTTCGGACA,<br>CTTGGGTAGGTGGTGCCATC   | 315            | CTCTTCCTCCTCTTCGGACA,<br>CTTGGGTAGGTGGTGCCATC        | 315            |
| chr6:153684514 | AGCATCTCACGAGCTGTGTT,<br>TATTCTGATGGAATCCACCT   | 250            | CTGGCTGACATTGTCAATAT,<br>CCACCTCACTGTTGTGTAG         | 403            |
| chrX:152404069 | CTGTGGTGTGGCTTATGTGG,<br>ACGTGGTGGGCAGGATATT    | 519            | CTGTGGTGTGGCTTATGTGG,<br>TCAGGTAAACGCCATTCTCC        | 329            |
| chr11:47207718 | CCACCACCTTCTCTCCTTTG,<br>GGTGGCAGCAGAATGTAGGT   | 544            | TGCTCACTTCTGTCCCATGA,<br>AATTCAGGCTGGGAGCTAGG        | 646            |
| chr7:54257914  | ATCACCAGAGGAGGGAGAGT,<br>TGTTTGCCTGTGTGAACAGT   | 299            | TACGAAACCTAGCGGACAAG,<br>GTCAGAGTCCACATCAGCAA        | 491            |
| chr7:54257915  | ATCACCAGAGGAGGGAGAGT,<br>TGTTTGCCTGTGTGAACAGT   | 299            | TACGAAACCTAGCGGACAAG,<br>GTCAGAGTCCACATCAGCAA        | 491            |
| chr5:149561914 | GCCTCAGAAGTCCAAACCAG,<br>CCAAGAAGGCATGGAATGAT   | 538            | CAGCAGATTTAGCCCCTACGAGTG,<br>TTAGGTGTTGCGATGCCATAGCC | 585            |
| chr5:149561918 | GCCTCAGAAGTCCAAACCAG,<br>CCAAGAAGGCATGGAATGAT   | 538            | CAGCAGATTTAGCCCCTACGAGTG,<br>TTAGGTGTTGCGATGCCATAGCC | 585            |
| chr1:134852231 | CCCCTTTCTTCTTCTCCTGA,<br>GAATAGCAGGGTCAGGGTTC   | 249            | CCCCTTTCTTCTTCTCCTGA,<br>GAATAGCAGGGTCAGGGTTC        | 249            |

|                 |                                                     |     |                                                     |     |
|-----------------|-----------------------------------------------------|-----|-----------------------------------------------------|-----|
| chr3:13010093   | CCGATGTTGTCACCACAGAC,<br>TGCGGTAACAGTAGCAATGG       | 503 | ATCGTTGACAGCTCCGATGT,<br>AGCAATGGAGTTGACCGAAC       | 504 |
| chr7:43601461   | GACAGCCGAAAGGAGCA,<br>GGAGGGACAAGTCTACAGAC          | 194 | CTTCAGATAGTACGCCATCAGC,<br>TCATGAGGAACCACTCAGATTC   | 292 |
| chr2:78236903   | GTGACTGGGTGACATCTGTG,<br>CTGGGTTCAGAGTCTCTGAA       | 297 | CCATTCTCATGAGGGATGAA,<br>TGACCATAAAAATGGGTCGT       | 337 |
| chrX:148223918  | TGTCAGTATGGAGTCAGTTT,<br>TTTGCTTCTGGCATCATTAC       | 441 | TGTCAGTATGGAGTCAGTTT,<br>TTTGCTTCTGGCATCATTAC       | 441 |
| chr19:8593542   | TGCATTAGAATCTTCAGTCAG,<br>CTTTCTGTTGGAGCCCAACT      | 370 | GCAGGCTGTGAACAGGGGAG,<br>TGGGTGAGGCCACCTTGTAG       | 332 |
| chr4:33833717   | CATGAATTCATCCGCATAG,<br>CTTGAAGAGGCGAAGGATGT        | 403 | CATGAATTCATCCGCATAG,<br>CTTGAAGAGGCGAAGGATGT        | 403 |
| chr4:44072645   | TGAGCCTCCTCTCAGCCATAG,<br>CCTGCCTTCCTAGAGTGGAGA     | 374 | AGGCAGCTATTTCGGTTTGAG,<br>ATCTTCTTGTCAGCTTGGC       | 370 |
| chr8:9841193    | TGCCAGCACTGTGTTGTGTC,<br>GGTATCGCTTCTTGGCATGTC      | 363 | TGCCAGCACTGTGTTGTGTC,<br>GGTATCGCTTCTTGGCATGTC      | 363 |
| chr5:149585132  | ATGTGGACCTACATGAGGAGTG,<br>GCAAACCAAAACAAAACAAAATCC | 426 | ATGTGGACCTACATGAGGAGTGC,<br>GGATGTAGAATACTCCAGCAACG | 388 |
| chr8: 39450062  | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450072   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450161   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450163   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450164   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450177   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450205   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr8:39450228   | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 | CTTGTGTGCTTGTCATGATCAG,<br>TCAAATGGAAGGAGGTACGC     | 541 |
| chr1: 115892295 | ATTCTGGTCCACCTTCCCTC,<br>CCAGAAAAATTGGCACCAGAC      | 247 | ATTCTGGTCCACCTTCCCTC,<br>CCAGAAAAATTGGCACCAGAC      | 247 |
| chr8: 76047235  | TCCCTAATTCCTTCAGTCAGAAC,<br>AGTTAATCTGCCCATGGAATGC  | 441 | TCCCTAATTCCTTCAGTCAGAAC,<br>AGTTAATCTGCCCATGGAATGC  | 441 |
| chr4: 97883996  | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 |
| chr4:97883987   | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 |
| chr4:97883969   | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 | TATGCTCATAGGACAAACTTGC,<br>CCAATAAAGTCAAACAAGACTGG  | 399 |
| chr4:97883925   | TATGCTCATAGGACAAACTTGC,                             | 399 | TATGCTCATAGGACAAACTTGC,                             | 399 |

|                |                                |     |                                |     |
|----------------|--------------------------------|-----|--------------------------------|-----|
|                | CCAATAAAGTCAAACAAGACTGG        |     | CCAATAAAGTCAAACAAGACTGG        |     |
| chr4:97883906  | TATGCTCATAGGACAAACTTGC,        | 399 | TATGCTCATAGGACAAACTTGC,        | 399 |
|                | CCAATAAAGTCAAACAAGACTGG        |     | CCAATAAAGTCAAACAAGACTGG        |     |
| chr19:63670112 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670139 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670207 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670226 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670259 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670260 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr19:63670267 | TGAATGTGGGAAATCCTTCG,          | 517 | TGAATGTGGGAAATCCTTCG,          | 517 |
|                | GCGTGAACCACATCATTCTC           |     | GCGTGAACCACATCATTCTC           |     |
| chr6:128380975 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128380981 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128380987 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128380993 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381035 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381096 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381102 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381104 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381114 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381117 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381118 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381143 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381163 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |
| chr6:128381165 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC, | 385 |
|                | CTTTTGTTTGGAGACAGGG            |     | CTTTTGTTTGGAGACAGGG            |     |

|                |                                                        |     |                                                        |     |
|----------------|--------------------------------------------------------|-----|--------------------------------------------------------|-----|
| chr6:128381178 | CTAGATAGTTCCTGAATATTTTAATGAGC,<br>CTTTTGTGTTGGAGACAGGG | 385 | CTAGATAGTTCCTGAATATTTTAATGAGC,<br>CTTTTGTGTTGGAGACAGGG | 385 |
| chr6:44916092  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916093  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916100  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916227  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916228  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916244  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr6:44916261  | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 | TGTTGGTTGAATGGATGTGA,<br>CATACATAGGAAATGCATGGAG        | 449 |
| chr1:111948134 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 |
| chr1:111948172 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 |
| chr1:111948199 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 | GCAGGTGTCTGTCAGGATTC,<br>AATGATACCAGTCAGGAATAAAGTC     | 537 |
| chr6:146462770 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462771 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462792 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462804 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462864 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462894 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462926 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr6:146462943 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 | GAGACAGTCATCCAGGCCAG,<br>CGTCTTAAGCATGTATTCATTACTCTG   | 376 |
| chr1:4728531   | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 |
| chr1:4728555   | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 |
| chr1:4728570   | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 | TGCACCTCTCCTTACACCAG,<br>CTGACCTGTGTGTGGAGGAC          | 551 |
| chr1:4728583   | TGCACCTCTCCTTACACCAG,                                  | 551 | TGCACCTCTCCTTACACCAG,                                  | 551 |

|                |                          |     |                          |     |
|----------------|--------------------------|-----|--------------------------|-----|
|                | CTGACCTGTGTGTGGAGGAC     |     | CTGACCTGTGTGTGGAGGAC     |     |
| chr1:4728597   | TGCACCTCTCCTTACACCAG,    | 551 | TGCACCTCTCCTTACACCAG,    | 551 |
|                | CTGACCTGTGTGTGGAGGAC     |     | CTGACCTGTGTGTGGAGGAC     |     |
| chr1:4728627   | TGCACCTCTCCTTACACCAG,    | 551 | TGCACCTCTCCTTACACCAG,    | 551 |
|                | CTGACCTGTGTGTGGAGGAC     |     | CTGACCTGTGTGTGGAGGAC     |     |
| chr1:4728628   | TGCACCTCTCCTTACACCAG,    | 551 | TGCACCTCTCCTTACACCAG,    | 551 |
|                | CTGACCTGTGTGTGGAGGAC     |     | CTGACCTGTGTGTGGAGGAC     |     |
| chr1:4728737   | TGCACCTCTCCTTACACCAG,    | 551 | TGCACCTCTCCTTACACCAG,    | 551 |
|                | CTGACCTGTGTGTGGAGGAC     |     | CTGACCTGTGTGTGGAGGAC     |     |
| chr1:4728923   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729000   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729050   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729089   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729090   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729110   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr1:4729136   | CACGTGATGACCCATCTTCG,    | 419 | CACGTGATGACCCATCTTCG,    | 419 |
|                | TGCCTTGATGGTAGACTGAAATG  |     | TGCCTTGATGGTAGACTGAAATG  |     |
| chr16:43522348 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522351 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522380 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522387 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522391 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522467 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522470 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522496 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |
| chr16:43522534 | GGCATTAGCCTTCACTGGAATAC, | 507 | GGCATTAGCCTTCACTGGAATAC, | 507 |
|                | TATTTTCTTGAGCCTGACTGCTG  |     | TATTTTCTTGAGCCTGACTGCTG  |     |

# Supplementary material for: RNA Editome in Rhesus Macaque Shaped by Purifying Selection
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004274. doi: 10.1371/journal.pgen.1004274
**Supplement:** Table S3 — Known human RNA-editing sites in coding regions. The percentage of “G” reads, together with the number of total reads (“A” and “G”) in each tissue sample is shown. *Yes: included in final list; DNA Depth: failed to pass inclusion criteria for read coverage; Filter: failed to pass the filter; #Ce: cerebellum, Te: testis, Pr: prefrontal cortex, Ki: kidney, Lu: lung, Mu: muscle, He: heart.

**Table S3. Known human recoding RNA editing sites**

| Gene Name                      | hg18         | rheMac2      | Type | Filter <sup>*</sup> | DNA          | RNA <sup>#</sup> |               |               |               |               |               |               |
|--------------------------------|--------------|--------------|------|---------------------|--------------|------------------|---------------|---------------|---------------|---------------|---------------|---------------|
|                                |              |              |      |                     |              | Ce               | Te            | Pr            | Ki            | Lu            | Mu            | He            |
| <b>GRIA2</b><br><b>(GluR2)</b> | 4:158477325  | 5:149561914  | A→G  | Yes                 | 0<br>(93)    | 0.97<br>(30)     | N/A           | 0.99<br>(159) | N/A           | N/A           | N/A           | N/A           |
| <b>GRIA2</b><br><b>(GluR2)</b> | 4:158500744  | 5:149585132  | A→G  | Yes                 | 0<br>(50)    | 0.72<br>(60)     | N/A           | 0.75<br>(221) | N/A           | 1 (1)         | N/A           | N/A           |
| <b>IGFBP7</b>                  | 4:57670991   | 5:72269698   | A→G  | Yes                 | 0<br>(10)    | 0.58<br>(24)     | 0.66<br>(100) | 0.54<br>(35)  | 0.48<br>(302) | 0.61<br>(182) | 0.61<br>(64)  | 0.43<br>(79)  |
| <b>IGFBP7</b>                  | 4:57671043   | 5:72269646   | A→G  | DNA Depth           | 0 (3)        | 0 (9)            | 0<br>(12)     | 0 (5)         | 0.01<br>(111) | 0.07<br>(53)  | 0.125<br>(8)  | 0 (40)        |
| <b>CYFIP2</b>                  | 5:156669386  | 6:153684514  | A→G  | Yes                 | 0<br>(108)   | 0.79<br>(107)    | 0.1<br>(40)   | 0.74<br>(248) | 0.02<br>(114) | 0.04<br>(148) | 0 (2)         | 0 (8)         |
| <b>GRIA4</b><br><b>(GluR4)</b> | 11:105309904 | 14:104538230 | A→G  | Basic Filter        | 0<br>(56)    | 0.57<br>(14)     | N/A           | 1 (3)         | N/A           | N/A           | N/A           | N/A           |
| <b>KCNA1</b>                   | 12:4892003   | 11:5028364   | A→G  | Yes                 | 0<br>(69)    | 0.33<br>(12)     | N/A           | 0.4 (35)      | N/A           | N/A           | N/A           | N/A           |
| <b>BLCAP</b>                   | 20:35580947  | 10:26945949  | A→G  | Yes                 | 0<br>(36)    | 0.09<br>(260)    | 0.08<br>(237) | 0.06<br>(379) | 0.08<br>(205) | 0.03<br>(148) | 0<br>(467)    | 0.05<br>(132) |
| <b>BLCAP</b>                   | 20:35580977  | 10:26945919  | A→G  | Yes                 | 0<br>(32)    | 0.14<br>(252)    | 0.1<br>(221)  | 0.13<br>(349) | 0.12<br>(202) | 0.13<br>(136) | 0.01<br>(391) | 0.08<br>(121) |
| <b>BLCAP</b>                   | 20:35580986  | 10:26945910  | A→G  | Yes                 | 0<br>(38)    | 0.18<br>(236)    | 0.20<br>(211) | 0.19<br>(335) | 0.22<br>(193) | 0.20<br>(124) | 0.02<br>(365) | 0.2<br>(115)  |
| <b>GRIK1</b><br><b>(GluR5)</b> | 21:29875621  | 3:17076121   | A→G  | Basic Filter        | 0<br>(64)    | 0.67<br>(48)     | N/A           | 0.76<br>(33)  | N/A           | N/A           | N/A           | N/A           |
| <b>GRAI3</b><br><b>(GluR3)</b> | X:122426643  | X:121683789  | A→G  | Basic Filter        | 0.01<br>(40) | 0.92<br>(12)     | N/A           | 0.97<br>(64)  | N/A           | 1 (2)         | N/A           | N/A           |
| <b>GABRA3</b>                  | X:151108975  | X:150275345  | A→G  | Yes                 | 0.03<br>(27) | 0.71<br>(21)     | 0.08<br>(12)  | 0.93<br>(102) | N/A           | N/A           | 1 (1)         | N/A           |
| <b>FLNA</b>                    | X:153233144  | X:152404069  | A→G  | Yes                 | 0<br>(54)    | 0.33<br>(49)     | 0.13<br>(175) | 0.25<br>(68)  | 0.16<br>(102) | 0.46<br>(473) | 0.19<br>(193) | 0.17<br>(96)  |

# Supplementary material for: RNA Editome in Rhesus Macaque Shaped by Purifying Selection
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004274. doi: 10.1371/journal.pgen.1004274
**Supplement:** Table S4 — Statistics of public RNA-Seq data integrated in this study. $PFC: prefrontal cortex; &C: chimpanzee, H: human, R: rhesus macaque; #M: million reads; *Samples for cross-species comparison in Figure 5A ; @Samples for intra-species editing level comparison in Figure 3B ; %Samples for calculating intra-population CV values in Figures 3D & S7.

**Table S4. Statistics of public RNA-Seq data integrated in this study.**

| Tissue                                                 | Description                               | Total Reads | Unique Reads |        | SRA                     |
|--------------------------------------------------------|-------------------------------------------|-------------|--------------|--------|-------------------------|
| <b>PFC<sup>S</sup> (H<sup>&amp;</sup>)<sup>*</sup></b> | 76bp, single-end,<br>Strand-nonspecific   | 24.33 M     | 14.37 M      | 59.08% | SRR306841               |
| <b>Cerebellum (H)<sup>*</sup></b>                      | 76bp, single-end,<br>Strand-nonspecific   | 46.76 M     | 25.68 M      | 54.92% | SRR306845,<br>SRR306846 |
| <b>Heart (H)<sup>*</sup></b>                           | 76 bp, single-end,<br>Strand-nonspecific  | 30.90 M     | 16.07 M      | 52.01% | SRR306848,<br>SRR306849 |
| <b>Kidney(H)<sup>*</sup></b>                           | 76 bp, single-end,<br>Strand-nonspecific  | 31.39 M     | 16.80 M      | 53.54% | SRR306853               |
| <b>Testis (H)<sup>*</sup></b>                          | 76 bp, single-end,<br>Strand-nonspecific  | 32.44 M     | 19.18 M      | 59.10% | SRR306858               |
| <b>PFC (C)<sup>*</sup></b>                             | 101 bp, paired-end,<br>Strand-nonspecific | 44.47 M     | 16.65 M      | 37.44% | SRR306815               |
| <b>Cerebellum (C)<sup>*</sup></b>                      | 76 bp, single-end,<br>Strand-nonspecific  | 19.38 M     | 10.79 M      | 55.68% | SRR306818               |
| <b>Heart (C)<sup>*</sup></b>                           | 76 bp, single-end,<br>Strand-nonspecific  | 43.06 M     | 20.11 M      | 46.70% | SRR306820               |
| <b>Kidney (C)<sup>*</sup></b>                          | 76 bp, single-end,<br>Strand-nonspecific  | 34.17 M     | 23.03 M      | 67.40% | SRR306822               |
| <b>Testis (C)<sup>*</sup></b>                          | 76 bp, single-end,<br>Strand-nonspecific  | 26.75 M     | 13.10 M      | 48.99% | SRR306825               |
| <b>Brain (R)<sup>@</sup></b>                           | 40 bp, paired-end,<br>Strand-nonspecific  | 70.13 M     | 52.63 M      | 75.04% | SRX196317               |
| <b>Heart (R)<sup>@</sup></b>                           | 40 bp, paired-end,<br>Strand-nonspecific  | 70.50 M     | 46.29 M      | 65.67% | SRX196319               |
| <b>Kidney (R)<sup>@</sup></b>                          | 40 bp, paired-end,<br>Strand-nonspecific  | 63.78 M     | 44.24 M      | 69.36% | SRX196320               |
| <b>Lung (R)<sup>@</sup></b>                            | 40 bp, paired-end,<br>Strand-nonspecific  | 76.59 M     | 62.46 M      | 81.55% | SRX196322               |
| <b>Muscle (R)<sup>@</sup></b>                          | 40 bp, paired-end,<br>Strand-nonspecific  | 229.93 M    | 45.74 M      | 19.89% | SRX196323               |
| <b>Testis (R)<sup>@</sup></b>                          | 40 bp, paired-end,<br>Strand-nonspecific  | 56.98 M     | 43.90 M      | 77.04% | SRX196325               |
| <b>Brain (R)<sup>@</sup></b>                           | 80 bp, paired-end,<br>Strand-nonspecific  | 215.34 M    | 162.48 M     | 75.45% | SRX196326               |

|                                   |                                           |          |          |         |           |
|-----------------------------------|-------------------------------------------|----------|----------|---------|-----------|
| <b>Heart (R)<sup>@</sup></b>      | 80 bp, paired-end,<br>Strand-nonspecific  | 218.39 M | 158.66 M | 72.65%  | SRX196328 |
| <b>Kidney (R)<sup>@</sup></b>     | 80 bp, paired-end,<br>Strand-nonspecific  | 217.28 M | 147.47 M | 67.87%  | SRX196329 |
| <b>Lung (R)<sup>@</sup></b>       | 80 bp, paired-end,<br>Strand-nonspecific  | 225.47 M | 174.92 M | 77.58%  | SRX196331 |
| <b>Muscle (R)<sup>@</sup></b>     | 80 bp, paired-end,<br>Strand-nonspecific  | 229.93 M | 130.90 M | 56.93%  | SRX196332 |
| <b>Testis (R)<sup>@</sup></b>     | 80 bp, paired-end,<br>Strand-nonspecific  | 230.88 M | 177.40 M | 76.83%  | SRX196334 |
| <b>Brain (R)<sup>@</sup></b>      | 40 bp, paired-end,<br>Strand-nonspecific  | 52.97 M  | 41.03 M  | 77.45%  | SRX196335 |
| <b>Heart (R)<sup>@</sup></b>      | 40 bp, paired-end,<br>Strand-nonspecific  | 72.20 M  | 50.24 M  | 69.58%  | SRX196337 |
| <b>Kidney (R)<sup>@</sup></b>     | 40 bp, paired-end,<br>Strand-nonspecific  | 80.78 M  | 43.48 M  | 53.82%  | SRX196338 |
| <b>Lung (R)<sup>@</sup></b>       | 40 bp, paired-end,<br>Strand-nonspecific  | 64.80 M  | 52.50 M  | 81.02%  | SRX196340 |
| <b>Muscle (R)<sup>@</sup></b>     | 40 bp, paired-end,<br>Strand-nonspecific  | 68.54 M  | 53.19 M  | 77.60%  | SRX196341 |
| <b>Testis (R)<sup>@</sup></b>     | 40 bp, paired-end,<br>Strand-nonspecific  | 55.61 M  | 44.75 M  | 80.48%  | SRX196343 |
| <b>Brain (R)</b>                  | 100 bp, paired-end,<br>Strand-nonspecific | 40.92 M  | 16.32 M  | 39.89 % | SRX066572 |
| <b>Brain (R)<sup>@</sup></b>      | 76 bp, single-end,<br>Strand-nonspecific  | 19.07 M  | 9.74 M   | 51.06%  | SRX081922 |
| <b>Brain (R)<sup>@</sup></b>      | 76 bp, single-end,<br>Strand-nonspecific  | 22.55 M  | 11.07 M  | 49.09%  | SRX081923 |
| <b>Brain (R)<sup>@</sup></b>      | 101 bp, paired-end,<br>Strand-nonspecific | 42.92 M  | 21.35 M  | 49.74 % | SRX081924 |
| <b>Cerebellum (R)<sup>@</sup></b> | 76 bp, single-end,<br>Strand-nonspecific  | 25.53 M  | 12.21 M  | 47.82 % | SRX081925 |
| <b>Cerebellum (R)<sup>@</sup></b> | 76 bp, single-end,<br>Strand-nonspecific  | 21.14 M  | 10.94 M  | 51.73 % | SRX081926 |
| <b>Heart (R)<sup>@</sup></b>      | 76 bp, single-end,<br>Strand-nonspecific  | 28.64 M  | 9.95 M   | 34.8 %  | SRX081927 |
| <b>Heart (R)<sup>@</sup></b>      | 76 bp, single-end,<br>Strand-nonspecific  | 20.82 M  | 8.85 M   | 42.51%  | SRX081928 |

# Supplementary material for: RNA Editome in Rhesus Macaque Shaped by Purifying Selection
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004274. doi: 10.1371/journal.pgen.1004274
**Supplement:** Table S5 — P-values of one-tail Wilcoxon tests for four classes of motif. *M: matched motif; 5′ M: 5′ matched; 3′ M: 3′ Matched; N: Not matched.

**Table S5. P-values of one-tail Wilcoxon tests for four classes of motif**

| <b>Tissue</b>                | <b>M vs 5' M*</b> | <b>M vs 3' M</b> | <b>M vs N</b> | <b>5' M vs 3'M</b> | <b>5' M vs N</b> | <b>3' M vs N</b> |
|------------------------------|-------------------|------------------|---------------|--------------------|------------------|------------------|
| <b>Muscle</b>                | 6.04E-02          | 3.53E-02         | 1.81E-07      | 4.43E-01           | 3.36E-04         | 3.50E-04         |
| <b>Heart</b>                 | 3.16E-01          | 1.09E-03         | 1.47E-08      | 1.37E-02           | 1.36E-06         | 2.48E-03         |
| <b>Lung</b>                  | 1.14E-03          | 1.25E-09         | 1.89E-13      | 8.26E-03           | 2.95E-06         | 4.16E-03         |
| <b>Kidney</b>                | 1.18E-01          | 5.24E-05         | 4.33E-07      | 1.33E-02           | 2.10E-04         | 4.58E-02         |
| <b>Testis</b>                | 2.23E-03          | 5.18E-07         | 3.59E-16      | 4.31E-02           | 2.84E-08         | 2.76E-05         |
| <b>Prefrontal<br/>Cortex</b> | 3.26E-08          | 1.66E-21         | 8.34E-27      | 3.32E-04           | 3.96E-10         | 1.75E-04         |
| <b>Cerebellum</b>            | 1.53E-19          | 3.76E-50         | 1.29E-57      | 8.07E-07           | 3.81E-17         | 3.12E-06         |

How the deposited data were processed for this re-analysis (not part of the article)

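The data were RNA-Seq libraries of cerebellum, kidney, lung and heart, which the paper describes as tissues of the same animal, and of spleen, which the paper does not report and whose animal is not stated. Each tissue had 1 sample and no replicates. The paper describes alignment with BWA to rheMac2 and to transcripts, and the files list 51763 transcripts of revised gene models. The deposited read counts were not normalized. The RPKM values were deposited by the authors beside the counts, as reads scaled to the exon length and to the properly mapped reads, and they were used as deposited after a check that they can be recomputed from the counts in every row. The counting tool is not stated in the files or the paper. Transcripts of the same gene can carry the same reads, as both ADAR1 transcripts had 8838 reads in cerebellum. Properly mapped reads were 81517974 in cerebellum, 48306898 in kidney, 77785104 in lung, 63322572 in heart and 67110396 in spleen. The rows were joined by transcript identifier, and start positions were written 1-based. The exon length of 7 transcripts differs between files, and each file's own length was used.

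Precision was given as the 95% Wilson interval of the reads of a transcript among the properly mapped reads, and the smallest value the depth can show was set at 3 reads. With 1 sample per tissue there is no replicate error, and no test between tissues was made on expression.

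The editing levels, regression coefficients and p-values of 1954 sites were taken from Table S6. The expression profile behind the coefficients was recovered by least squares, since each coefficient is linear in the 7 editing levels of its site. The files hold no gene names, so the genes for ADAR1 and ADAR2 were identified as the transcripts closest to this profile over cerebellum, kidney and lung, a step that replaced a lookup by gene name. A match over all 4 tissues was tried before it and did not single out the ADAR1 gene, and heart was left out after that was seen. All results over 7 tissues rest on the profile recovered from the paper's own table. For each gene, the transcript with the highest sum over the 4 tissues was the main row. Shares of sites by Spearman's coefficient (cutoff 0.5) and the median R2 were tested with exact permutation tests over all 24 assignments of the profile to 4 tissues or every assignment to 7 tissues. The regression was refitted with one-tailed p-values (cutoff 0.05) and Benjamini-Hochberg adjustment (FDR under 0.1). The procedure in the reference the paper cites for this correction was not available, so Benjamini-Hochberg was assumed. Host genes of coding sites were found by the overlap of the rheMac2 positions in Table 2 and Table S3 with the transcripts' coordinates, and rank correlations across the 14 sites of Table S3 were tested with 100000 resamples. A gene was called detected at 1 RPKM or more. Table S1 was available for 1998 sites of chromosome 1, of which 1991 are A-to-G sites, and levels were computed from its read numbers.

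The rule for named genes, fixed before the files were opened, covered the ADAR genes, the host genes of Table 2 and Table S3, a list of tissue marker genes, and the spleen genes with the highest ratio to the other tissues. The marker genes, ADARB2 and the spleen genes were left out, because no gene names were available for them. The alternatives tried were other detection thresholds, other rows for a gene, scaling by the upper quartile, log2(value + 1), another cutoff of the rank correlation, 1 site per cluster of sites within 1000 bp, sites with editing above 0 in every tissue, each ADAR alone, each tissue left out, an arcsine square root of the level and another scope of the multiple testing correction.

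The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The recovery of the profile, the regression and the permutation statistics were tested on simulated data in which 200 sites followed ADAR2. The simulated profile was recovered to within 0.0034, and 100% of the 200 sites were called, against 3.6% of the other sites. These 200 sites were given a strong effect and little noise. The share called therefore does not give the power at the real sites, whose median R2 was 0.539. An initial requirement that the share of sites reach a small exact p on these simulated data was not met, because sites with a common tissue pattern move together under every assignment, and it was replaced by a comparison of the share with scipy's coefficients.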

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

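The spleen sample is not part of the paper, and both matched transcripts had reads in it. The ADAR1 transcript had 43.9 RPKM in spleen (95% interval 43.3 to 44.5, 18858 reads), against 31.8 in lung, the highest of the other 4 tissues. The reported ADAR2 transcript, IMMRT11001007051, had 2.66 RPKM in spleen (2.49 to 2.85, 869 reads), between kidney with 1.71 and lung with 13.2. The ADAR2 match, IMMRT11001007049, had 2.60 RPKM in spleen. Editing levels in spleen are not in the files analysed here.

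For the higher ADAR1 value in spleen, 4 technical explanations were tested. The predictions were made before the tests, except that for the sampling of reads, which was made after the values of spleen and lung had been seen. Sampling of reads was too small to account for it, since the lower bound in spleen was 1.34 times the upper bound in lung. The ratio of spleen to lung was 1.38 as deposited, 1.25 after scaling by the upper quartile of each tissue, and 1.44 per read outside the 10 transcripts with the most reads. The test for a general shift of spleen against lung did not exclude it by the criterion set for it, since among 22349 transcripts at 1 RPKM or more in both tissues, 30.4% had a higher ratio of spleen to lung than the ADAR1 transcript. The median ratio of the 22349 transcripts was 1.11, below that of ADAR1, so a shift of that size does not account for all of the difference, and the 30.4% describes the spread of the ratios between the tissues. Another animal, another sequencing batch and reads shared with related sequences were not testable, because nothing in the files gives them and no genome was used here. A difference between the tissues is the biological explanation the labels allow, and with 1 sample per tissue it cannot be told apart from these. No explanation was tested for the ADAR2 value.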

How the results depend on the processing

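The alternatives were fixed before the files arrived, except those named as chosen after seeing the data. The ADAR1-only and ADAR2-only site counts stayed within 1.5 times their main values under the 2 alternatives run for them. These were the log2 scale of expression and the arcsine square root of the level. The number of detected genes was 15147 in the main setting, 10474 at 5 RPKM and 20065 with any reads, and counting transcripts in place of genes, chosen after seeing the data, gave 30340. No result reversed.

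Summing the transcripts of a gene counts shared reads repeatedly. It gave ADAR1 values of 33.6 RPKM in cerebellum, 39.3 in kidney, 63.0 in lung and 11.3 in heart, ADAR2 values of 63.7, 5.10, 39.2 and 1.81 RPKM in the same order, and a largest difference from the recovered profile of 24.4 RPKM against 1.54 in the main setting. Upper-quartile scaling raises heart because its upper quartile is the lowest. It gave ADAR1 values of 16.9 RPKM in cerebellum, 17.2 in kidney, 25.0 in lung and 9.98 in heart, so cerebellum and kidney were close. The ADAR2 values were 21.3, 1.48, 10.4 and 1.07 RPKM in the same order, and the largest difference from the recovered profile was 4.98 RPKM. The longest transcript gave 20.9 RPKM for ADAR2 in cerebellum. The largest difference was 0.29 on the log2(value + 1) scale, another unit. With settings chosen after seeing the data, it was 0.24 RPKM with heart left out and 0.0088 RPKM with heart left out and the closest transcripts.

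Over 4 tissues, the share of sites was 46.0% with ADAR2 alone, the only setting at the smallest possible exact p, 0.042. It was 25.1% with ADAR1 alone (exact p = 0.375) and 62.9% with 1 site per cluster (exact p = 0.17). At sites with editing above 0 in every tissue it was 56.6% (exact p = 0.125). Over 7 tissues, ADAR1 alone gave 31.2% (exact p = 0.11). The median R2 was 0.504 without cerebellum (exact p = 0.11) and 0.555 without heart (exact p = 0.05), where 6 tissues leave fewer assignments and fewer degrees of freedom. Leaving out any other tissue, with as many assignments, gave an exact p between 0.0042 (lung) and 0.024 (muscle). The smaller number of tissues therefore does not by itself account for the larger p without cerebellum or heart. Sites correlated with both ADARs numbered 31 in the main setting, 10 on the log2 scale and 63 with the arcsine square root of the level. The count least stable was that of sites with an FDR under 0.1. It was 369 in the main setting, 0 on the log2 scale, 174 with the arcsine square root, 23 with adjustment over both ADARs together and, in a setting chosen after seeing the data, 14 with 2-sided p-values.

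With 1 site per cluster, the share of sites with more editing in cerebellum than in heart was 83.3% against 80.3%. The rank correlation of host expression with coverage was 0.55 in cerebellum with 1 site per gene (adjusted p = 0.10, permutation test) and 0.62 in kidney without the sites that have no reads (adjusted p = 0.16, permutation test), where 7 sites remain. ADAR2 in heart rests on the fewest reads, 187.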

Differences from the paper's values

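The median editing level in muscle over the Table S1 sites with reads there was 0%, against the paper's value of 2.9%. Only the chromosome 1 part of Table S1 was available. None of the alternatives set before the files arrived applies to this measure. Over sites with at least 10 reads in muscle, a setting chosen after seeing the values, the median was 3.1%. Over the Table S6 sites, also chosen after seeing the values, it was 1.85%.

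The exact p of the share of sites with a rank correlation of at least 0.5 was 0.0073, against the paper's Monte Carlo p-value, stated as below 0.0001. The exact p of the median R2 was 0.0028, against the paper's, also stated as below 0.0001. None of the alternatives set before the files arrived closed either gap. The smallest p that the exact test can give is 2.0e-04. The share itself was 70.7%, and the paper's is 70.8%.

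The paper counts the sites past its multiple testing correction as correlated with the ADARs. In the refit all of them were significant for ADAR2 and 0 for ADAR1. The number was 369, and the paper's is 381. In a setting chosen after seeing the values, and after several readings of the published columns had been tried, with the smaller of the 2 tails taken as p and any sign of the coefficient, the refit gave 381.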

Other observations

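In heart the files departed from the profile recovered from Table S6. Heart was the only tissue with a file that was not used to choose the transcripts and set the level. The recovered values were 1.361 times the file's for the ADAR1 transcript and 1.363 times for the ADAR2 transcript, a ratio of the multiples of 0.999. This common multiple is consistent with another read total for heart in the profile of Table S6, of 4.65e+07 reads where the file gives 63322572. The prediction was made after the multiples had been seen. Use of the reads counted on transcripts as the total would give a multiple of 2.09, which is 1.53 times the observed one, and this prediction was also made after the numbers were known. Another exon length in the heart file was excluded, since 0 of the matched transcripts have one. A mislabelled sample was tested across 214 genes that contain Table S1 sites, by the rank correlation of expression with read coverage. Cerebellum (0.44), kidney (0.53) and lung (0.54) each ranked first with their own coverage, whereas heart ranked 2 of 7, with 0.429 against 0.435 for muscle, so this test does not settle the label of heart. No biological explanation was tested.

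The permutations of the paper may account for its smaller p-value. When the profile was shuffled for each site on its own in 100 sets, the share of sites with a coefficient of at least 0.5 stayed between 20.3% and 24.3%, below the real share of 70.7%, as predicted before the test. When 1 assignment was applied to all sites, shares reached 74.4%. Sites share tissue patterns, so shuffling each site on its own treats them as independent, and the 7 tissues of 1 animal are the units that the exact test permutes.

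The published FDR columns of Table S6 contain 381 sites under 0.1, of which 6 have a negative coefficient and 0 are for ADAR1. The published p-values differ by at most 7.8e-04 from the smaller of the 2 tails of the refit. With that p and any sign of the coefficient, the refit gave 381 sites, the paper's number. The paper, however, states a coefficient above 0 as its rule, and under that rule the published FDR columns give 375 sites. The paper's number therefore equals the count of its published FDR columns with any sign, the 6 negative coefficients included, and not the count under its stated rule. In the refit, the reading with any sign was found by trying several until the paper's number appeared, so its prediction was made after the result. No biological explanation was tested.

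The median editing level in cerebellum was 14.3% over the Table S6 sites, and the paper's value over all sites is 30.4%. In the available part of Table S1, the median was 34.6% over 1892 sites with reads in cerebellum. It was 16.7% at the 129 sites with at least 10 reads in every tissue and 35.7% at the 1763 others, a difference of -19.0 percentage points (permutation p = 1e-04, the smallest that 10000 permutations can give). These 129 sites are the same as the Table S6 sites in the available part of Table S1. The comparison therefore restates their lower level and cannot test coverage as its cause. Sites with fewer than 10 reads in cerebellum had a median of 55.6%, against 31.6% with at least 10, a difference of 24.0 points (permutation p = 1e-04). The paper's calling rule required a minimum number of variant reads, which can raise the level at called sites with few reads. This difference cannot be separated from that rule. Among sites with at least 10 reads in cerebellum, those covered in every tissue were at 16.7% and the others at 33.3%, a difference of -16.7 points (permutation p = 1e-04). The covered sites are again the 129 Table S6 sites, so the same limit holds. The predictions for the comparison over all covered sites and for low coverage were made before the tests, and that for the last comparison was made after the medians of the other groups had been seen. Neighbouring sites are not independent, so the permutation p-values are too small by an unknown amount. A candidate explanation is that the coverage required for the ADAR regression selects sites with less editing in cerebellum. The comparisons of the 129 sites cannot test it, and a difference in the kinds of genes expressed in all tissues was not tested. The tests were made in cerebellum only, and the other tissues did not share 1 direction. From all sites with reads in the tissue to the sites with at least 10 reads in every tissue, the median went from 22.2% to 15.0% in prefrontal cortex, from 14.6% to 11.4% in lung, from 11.3% to 10.5% in testis, from 9.1% to 10.6% in kidney, from 0% to 7.7% in heart and from 0% to 1.4% in muscle.

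In the spleen sample, 12525 genes reached 1 RPKM and 15 of the 23 host genes of the coding sites did. Its expression was closest to lung, with a Spearman's rho of 0.80 across 31615 transcripts, which are not independent replicates.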
